# Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution

**DOI:** 10.3724/abbs.2023042

**Published:** 2023-04-19

**Authors:** Bingxin Li, Yaqiong Ye, Longsheng Hong, Wanyan Li, Qingru Wu, Wenjun Liu, Yongjiang Ma, Danning Xu, Yugu Li

**Keywords:** thymic involution, ceRNA, lnc-5423.6, miR-193b-3p, IGFBP5

## Abstract

Age-related thymic involution is one of the significant reasons for induced immunity decline. Recent evidence has indicated that lncRNAs are widely involved in regulating organ development. However, the lncRNA expression profiles in mouse thymic involution have not been reported. In this study, we collect mouse thymus at the ages of 1 month, 3 months, and 6 months for sequencing to observe the lncRNA and gene expression profiles in the early stages of thymic involution. Through bioinformatics analysis, a triple regulatory network of lncRNA-miRNA-mRNA that contains 29 lncRNAs, 145 miRNAs and 12 mRNAs that may be related to thymic involution is identified. Among them, IGFBP5 can reduce the viability, inhibit proliferation and promote apoptosis of mouse medullary thymic epithelial cell line 1 (MTEC1) cells through the p53 signaling pathway. In addition, miR-193b-3p can alleviate MTEC1 cell apoptosis by targeting *IGFBP5*. Notably, lnc-5423.6 can act as a molecular sponge of miR-193b-3p to regulate the expression of IGFBP5. In summary, lnc-5423.6 enhances the expression of IGFBP5 by adsorption of miR-193b-3p, thereby promoting MTEC1 cell apoptosis.

## Introduction

The thymus plays a vital role in the immune system by producing antigen-specific T lymphocytes [1]. Therefore, thymic involution is considered one of the important indexes of immune senescence [2]. Interestingly, in most vertebrates, the volume and mass of the thymus decrease with age after puberty, which shows a conservative evolutionary process named age-related thymic involution [3]. Previous studies reported that the mouse thymus reached a maximum at 1 month of age, and the number of thymocytes in both females and males was dramatically decreased at 3 months of age [ 4, 5] . The decrease in thymus size and the deposition of adipocytes are the major features of age-related thymic involution [ 6, 7] . Adipocytes gradually replace thymic epithelial cells (TECs), resulting in a decrease in the output of naive T cells, which ultimately reduces immunity and increases the risk of immune-related diseases [8]. Therefore, exploring the regulatory mechanisms of age-related thymic involution is essential for understanding thymic involution and regeneration.

Long noncoding RNAs (lncRNAs) are a new type of single-stranded regulatory RNA with multiple exons and endogenous coding [9]. lncRNAs play critical roles in regulating gene expression during the biological process of organ development [10]. With strong homology to the coding sequence, lncRNAs have rich microRNA (miRNA) binding sites [11]. Salmena *et al*. [12] proposed a competing endogenous RNA (ceRNA) hypothesis on the regulatory mechanism of lncRNAs and mRNAs, which was later confirmed by many studies. In this theory, lncRNAs can act as molecular sponges by adsorbing miRNAs to reduce their abundances, therefore regulating the expression of target mRNAs [13]. Nevertheless, only a few lncRNAs have functional annotations [14]. In a previous study, we identified 17498 lncRNAs in the mouse thymus and found that 64 lncRNAs might participate in castration-regulated thymic involution through ceRNA [15]. However, the understanding of lncRNAs regulating thymic involution is still not clear.

In this study, we identified the expression profiles of lncRNAs and genes in the thymus during the thymus development stage (1 month old) and involution stages (3 months old and 6 months old) by high-throughput sequencing and analysed the functions of key lncRNAs and genes. This study provides valuable data support for further research on the mechanism by which lncRNAs regulate thymic involution and regeneration.

## Materials and Methods

### Animals and treatment

Ninety BALB/c mice (50% male and 50% female) were purchased from Huafukang (Beijing, China). Mice were kept in a specific pathogen-free environment (12/12 h light/dark cycle, 22–24°C, 40%–60% humidity) and subdivided into six groups with15 mice per group: 1-month-old females (F1), 1-month-old males (M1), 3-month-old females (F3), 3-month-old males (M3), 6-month-old females (F6), and 6-month-old males (M6). The thymuses were collected in a sterile environment. Among them, 5 thymuses per group were weighed and immersed in 4% paraformaldehyde, and the rest were snap frozen in liquid nitrogen and stored at ‒80°C. The study was conducted under the guidance of the Animal Protection Committee of South China Agricultural University (Guangzhou, China).

### Thymus index analysis

Mice were weighed and euthanized. Five thymuses per group were washed three times with saline. Then, the surface moisture was removed with filter paper and weighed. The thymus index is the ratio of the thymus weight (mg)/body weight (g).

### RNA sequencing

Total RNA was extracted from the thymus using TRIzol reagent (Invitrogen, Carlsbad, USA). Bioanalyzer 2100 (Agilent, Santa Clara, USA), NanoDrop 2000 (Thermo Fisher Scientific, Waltham, USA), and agarose gel electrophoresis were used to detect the purity, content, and integrity of total RNA. The A260/A280 cut-off value was set to greater than 1.8; the A260/A230 cut-off value was set to greater than 2.0, and the RNA integrity number cut-off value was set to greater than 7.0. cDNA libraries were constructed for all groups using equal amounts of total RNA pooled from 5 thymuses in each group as described in previous studies [ 16– 18] . The Epicenter Ribo-Zero Gold kit (Illumina, San Diego, USA) was used to remove ribosomal RNA (rRNA) from 10 μg of total RNA. After removal of rRNAs, the remaining RNA was fragmented into short fragments using divalent cations under high temperature with the Next® Magnesium RNA Fragmentation Module (E6150S; NEB, Ipswich, USA). Then, the cleaved RNA fragments were reverse-transcribed to generate cDNA using SuperScript™ II Reverse Transcriptase (1896649; Invitrogen, Carlsbad, USA), which were subsequently used to synthesize U-labelled second-stranded DNA with *E*. *coli* DNA polymerase I (m0209; NEB), RNase H (m0297; NEB) and dUTP Solution (R0133; Thermo Fisher Scientific). The average insert size for the final cDNA library was 300±50 bp. Finally, these cDNAs were subject to 2×150 bp paired-end sequencing (PE150) on an Illumina HiSeq 4000 (Illumina) by LC-BIO-tech (Hangzhou, China) following the manufacturer’s protocol.

### Transcript and lncRNA identification

First, Cutadapt (cutadapt-1.9) was used to remove the raw data containing adapter contamination, low-quality bases, and undefined base reads. Second, FastQC ( http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to verify the sequence quality to obtain clean data. Next, TopHat2 was used to map clean data to the mouse genome. Finally, StringTie ( http://ccb.jhu.edu/software/stringtie/, version: stringtie-1.3.4d) and Ballgown were used to estimate the expression levels in this study.

For lncRNA identification, transcripts overlapping with known mRNAs or shorter than 200 nt were discarded. Then, CNCI, CPC, and Pfam were used to predict transcripts with coding potential, the CNCI cut-off value was set to less than 0, and the CPC cut-off value was set to less than –1 to obtain potential lncRNAs.

### RNA expression and function analysis

The differentially expressed lncRNAs (DELs) and genes (DEGs) were screened according to the cut-off values of |log _2_(fold change)| >1 with *P*<0.05 by the R package Ballgown. The functions of DEGs in the thymus between development and degenerative stages (F3 vs F1, F6 vs F1, M3 vs M1 and M6 vs M1) were obtained via Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) of the DAVID online tool ( https://david.ncifcrf.gov/summary.jsp).

### Transcription factor-binding site analysis of DEGs

First, the putative promoter sequence was obtained from Browser1 of the UCSC genome, which was defined as 1 kb upstream of the transcription start site. Next, TESS v6.0 was used to scan the position-weight matrices in the TRANSFAC database. The cut-off value of the relative fraction line was 0.9. Finally, hypergeometric tests were performed using internal Perl scripts. *P*<0.05 was defined as a rich transcription factor.

### Protein-protein interaction (PPI) network identification and analysis

The Search Tool for the Retrieval of Interacting Genes (STRING) database ( https://string-db.org/) was used to build two interaction networks of DEGs in the male and female comparison groups. Then, nodes with a combined confidence score of less than 0.4 and unconnected nodes in the PPI network were removed. Cytoscape software (version 3.7.1) was used to visualize PPI network diagrams.

### ceRNA network identification

According to the PPI network analysis, the overlapping genes in the two networks were selected for further analysis. miRWalk 3.0 was used to predict the targeting relationship between related miRNAs and these genes. The selection criteria were set at *P*<0.05, the target gene binding region was the 3′UTR, and the seed sequence length was at least 7 mer. TargetScan and miRanda were used to predict miRNAs related to the intersection of male and female DELs according to target score >80 and miRanda MEF≤‒30 kcal/mol. Finally, Cytoscape was used to visualize the ceRNA network to investigate lncRNA regulation of mRNA through miRNA.

### Quantitative real time-PCR (qRT-PCR) verification

TRIzol reagent (Invitrogen) was used to extract the total RNA from thymuses. Ten micrograms of total RNA from each sample was reverse transcribed using the ReverTra Ace qRT-PCR RT kit (Toyobo, Osaka, Japan). Next, 10 DELs and 10 DEGs were randomly screened for sequencing data verification in all comparison groups. Finally, qRT-PCR was performed using SYBR Green Real-Time PCR Master Mix (Toyobo) on a Bio-Rad CFX96 real-time PCR system (Bio-Rad, Hercules, USA). The primers used in the study are listed in Supplementary Table S1. *Actb* and *U6* were used as internal controls for mRNA and miRNA to normalize the data, respectively. All experiments were repeated three times, and the relative expression levels of genes were measured according to the cycle threshold (Ct) and calculated using the 2 ^–∆∆Ct^ method.

### Plasmid construction and RNA oligonucleotide synthesis

According to the sequencing results, IGFBP5 was first selected for functional verification, then the ORF region of IGFBP5 was amplified by PCR and cloned it into the pEGFP-N1 plasmid between the *Xho*I and *Eco*RI restriction sites. The small interfering RNA of *IGFBP5* (si- *IGFBP5*; siG2101120228246499, 5′-CCCAAGCACACTCGCATTT-3′) and the negative control (siNC; siN0000001) used in this study were synthesized by RioBio (Guangzhou, China).

The miR-193b-3p mimic (miR10004859; 5′-AACUGGCCCACAAAGUCCCGCU-3′), mimic negative control (miR1N0000001), miR-193b-3p inhibitor (miR20004859; 5′-AGCGGGACUUUGUGGGCCAGUU-3′), and inhibitor negative control (miR2N0000001) were designed and synthesized by RiboBio. The 3′UTR fragment sequence of *IGFBP5* containing the miR-193b-3p binding site was synthesized and subcloned into *Xho*I/ *Not*I restriction sites in the psiCHECK 2 double luciferase reporter vector. Meanwhile, the IGFBP5 double fluorescence mutant carrier was obtained by converting the miR-193b-3p binding site from GCCAG to CAAGA.

The sequence fragment of lnc-5423.6 containing the miR-193b-3p binding site was amplified and subcloned into pcDNA3.1 *Bam*HI and *Xho*I restriction sites in the overexpression vector. In addition, the amplified sequence fragment containing the miR-193b-3p binding site was subcloned into the *Xho*I/ *Not*I restriction site in the psiCHECK 2 double luciferase reporter vector. Meanwhile, the lnc-5423.6 double fluorescence mutant carrier was obtained by converting the miR-193b-3p binding site from GCGGGAC to CGCCCTG.

### Cell culture and transfection

Mouse medullary thymic epithelial cell line 1 (MTEC1) cells were obtained from Peking University Health Science Center and kept in our laboratory. MTEC1 cells were cultured in DMEM (Gibco, Grand Island, USA) supplemented with 10% fetal bovine serum (Gibco) at 37°C and 5% CO _2_.

All transient transfections were performed using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s instructions. The transfection doses of DNA in 96-well plates, 12-well plates, and 6-well plates were 0.1 μg/well, 1 μg/well, and 2.5 μg/well, respectively. The final concentration of siRNA was 0.1 μM.

### Dual‐luciferase reporter assay

The 293T cells (ATCC, Manassas, USA) were inoculated into 96-well culture plates. When the cells fusion degree reached 60%, miR-193b-3p mimic or mimic NC was cotransfected into cells with IGFBP5 and lnc-5423.6 wild-type and mutant double luciferase reporter vectors using Lipofectamine 2000 reagent (Invitrogen). After 48 h, the firefly luciferase and Renilla luminescence luciferase activities were detected by a dual luciferase reporter gene detection kit (Beyotime, Shanghai, China) and a multifunctional enzyme standard (Thermo Fisher Scientific).

### Cell counting kit-8 (CCK-8) assay

MTEC1 cells were inoculated in 96-well plates. The transfection experiment was carried out when the cell fusion degree reached 60%. According to the manufacturer’s instructions, 48 h after transfection, 10 μL of CCK-8 reagent (Beyotime) was added to each well and incubated for 1.5 h. Finally, the OD value of each group of cells was detected at 450 nm with a microplate reader (1410101; Thermo Fisher Scientific).

### 5-Ethynyl-2′-deoxyuridine (EdU) assay

MTEC1 cells were inoculated in 12-well plates. After transient transfection for 48 h, 300 μL of culture medium containing 50 μM EdU reagent (RioBio) was added to each well and incubated for 2 h. Subsequently, the cells were fixed for Apollo and DNA staining. Finally, three fields were randomly selected under a fluorescence microscope (DM4000 B; Leica, Weztlar, Germany) to observe the number of EdU-positive cells in each group.

### Flow cytometry assays

MTEC1 cells were inoculated in 6-well plates. After transient transfection for 48 h, the cells were collected for V-FITC and PI staining, and a flow cytometer (C09753; Beckman Coulter, Brea, USA) was used for apoptosis detection. FlowJo V10 (Beckman Coulter) was used to analyse and visualize the results of flow cytometry.

### Western blot analysis

MTEC1 cells were inoculated into 6-well culture plates. When the cell fusion degree reached 60%, the overexpression vector, siRNA, miRNA, mimic and negative control were transfected into the cells. After 48 h, cell proteins were extracted using RIPA buffer and protease inhibitor mixture and then separated by 10% SDS-PAGE and immunoblotted using various antibodies according to standard western blot procedures. Rabbit anti-IGFBP5 (ab254324; Abcam, Cambridge, UK), rabbit anti-p53 (5395S; Cell Signaling Technology, Danvers, USA), rabbit anti-p21 (2947S; Cell Signaling Technology), rabbit anti-Bax (5023P; Cell Signaling Technology), rabbit anti-Cyclin B1 (ab55184; Abcam), rabbit anti-Cyclin D1 (ab134175; Abcam) and rabbit anti-β-actin (ab179467; Abcam) of 1:1000 dilution were incubated with protein blots at 4°C overnight. Subsequently, the secondary antibody (goat anti-rabbit) (A0208; Beyotime) of 1:1000 dilution was use to incubate with the blots at 37°C for 1 h. Finally, chemiluminescence detection was carried out using the ECL Plus (Solarbio, Beijing, China).

### Statistical analysis

Data are expressed as the mean±standard deviation (SD). Student’s *t* test was used to assess the difference between the two groups. One-way ANOVA followed by Tukey’s test was used to measure differences among more than two groups. *P*<0.05 was considered statistically significant.

## Results

### Morphological and histological changes in the thymus during involution

To investigate morphological changes during thymic development and involution, we analysed thymus indexes of 1-, 3-, and 6-month-old mice. Morphological and weight changes showed that the thymus at 3 and 6 months of age was significantly degenerated compared with that at 1 month of age ( Figure 1A,B and Supplementary Figure S1). The bodyweight gradually increased with age ( Figure 1C). Therefore, the thymus index results showed that it is inversely proportional to age ( Figure 1D).

**Figure 1:**
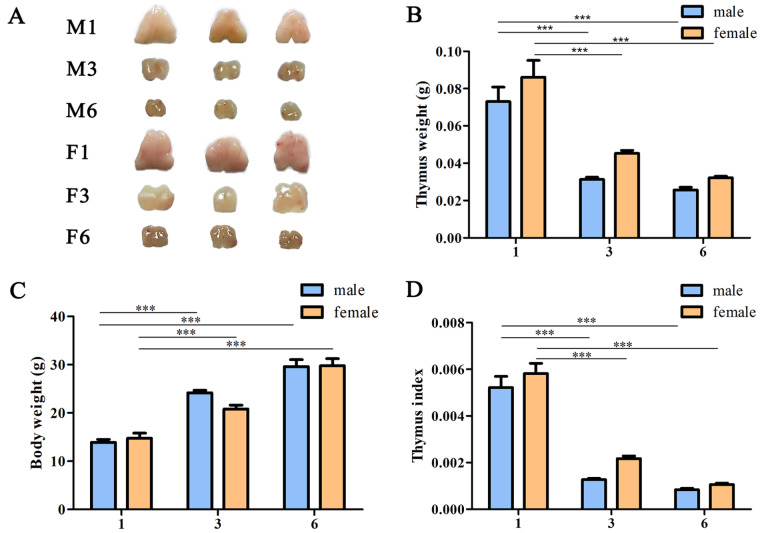
Figure 1 Morphological and histological observation of age-related thymic involution (A) Thymus tissues in 1-month-old, 3-month-old, and 6-month-old mice. (B) Thymus weight. (C) Body weight. (D) Thymus index. Data are expressed as the mean±standard deviation (SD). n=5. *** P<0.001.

### Identification of DEGs associated with thymic involution

In this study, we identified 46699 genes in the thymus development and involution stages of male and female mice by RNA-seq ( Supplementary Table S2). Among these genes, we identified 439 and 1985 DEGs in the M3 group and M6 group respectively when compared with those in the M1 group ( Figure 2A,B and Supplementary Tables S3 and S4). 

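Thymus RNA was sequenced from females (F1, F3 and F6) and males (M1, M3 and M6) aged 1, 3 and 6 months. Each of the 6 groups gave 1 library, and each library pooled the thymuses of 5 mice. The table of 46699 rows lists gene loci assembled by the authors from the reads, with a whole-number count and an FPKM, which scales the count to the length of the locus and the size of the library, for each library. An assembled locus identifier marks 33507 of the rows and an Ensembl gene identifier 13192, and 2009 rows have no gene name. The counts summed to 140068278 in F1, 144195144 in F3, 130248542 in F6, 145388002 in M1, 165434250 in M3 and 131695997 in M6. Xist, the RNA that silences 1 X chromosome in females, had an FPKM of 104 to 155 in the female libraries and of 0.142 to 0.278 in the male libraries. Ddx3y, an RNA helicase of the Y chromosome, was listed at 0 in every female library and had an FPKM of 5.63 to 7.16 in the males. The paper names Cutadapt, FastQC, TopHat2 and StringTie for the steps from reads to loci, whereas the sample labels name HISAT2 for the alignment. Among low counts, 2, 4 and 8 were each more frequent than the counts next to them (3506, 5354 and 3417 cells of the table). How many counts a read pair is worth is thus uncertain, and with 4 assumed, a floor of 3 read pairs was taken as 12 counts. Intervals and floors cover counting error only.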

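Because each group had 1 library, no p-value was given for a comparison of 2 groups. A gene was called higher or lower by its size alone, when log2 of (FPKM + 0.5) differed by at least 1 and the FPKM was at least 1 in at least 1 of the 2 libraries. Lists of genes were fixed before the data were examined, and the median log2 fold change of a list was placed among 10000 random lists of the same number of genes and the same expression. The only test made of single genes was of an age difference shared by both sexes. It was fitted to the counts of all 6 libraries with sex and age as additive terms, by the quasi-likelihood test of edgeR, and its 2 residual degrees of freedom hold the difference between the sexes together with the spread between pools. Throughout, "rose" and "fell" refer to this test. Counts of higher or lower members of gene lists and annotation sets applied the 2-fold limit without the FPKM limit.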

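Genes of fat cells led the increases in the 6-month males. Cyp2e1, a cytochrome P450 enzyme of drug and fatty acid oxidation, had an FPKM of 0.388 in M1, 3.58 in M3 and 121 in M6, a log2 fold change of 7.10 at 6 months. Cidec, which coats the lipid droplets of adipocytes, followed the same course from 0.0942 through 0.936 to 22.2 (log2 fold change 5.26 at 6 months). Of 15 adipocyte genes, 6 were at least 2-fold higher in M3 and all 15 in M6, with median log2 fold changes of 0.81 and 2.80, both above all 10000 random lists. At 3 months the largest increases by log2 of (FPKM + 0.5) were in antibody genes. Igkv15-103, a variable segment of the kappa light chain, had an FPKM of 2.21 in M1 and 39.9 in M3, and Igkv10-96 one of 1.33 and 22.3. Immunoglobulin genes held 102 of the 990 rows that were higher in M3 and 149 of the 3567 that were higher in M6. Ucp1, the uncoupling protein of brown fat, had an FPKM of 0.0253 in M1 and 11.2 in M6. H1fx, a linker histone on a merged row, was 11.1 in M1 and 4.75 in M3, and its log2 fold change at 6 months was -4.46, on 6 counts in M6. Altogether 1537 of 24709 rows passed the size rule in M3 (990 higher and 547 lower) and 4744 of 26302 in M6 (3567 higher and 1177 lower). The median log2 fold change over all rows was 0.04 at either age. Among rows that hold an annotated transcript, a restriction chosen after the data were seen, 706 passed in M3 and 2882 in M6. By log2 of (FPKM + 0.5), the largest decrease at both ages was that of a row named Rpl31-ps17 (-6.38 and -6.74). This row, merged with a small RNA gene, had an FPKM of 9510 in M1 and of at most 0.0370 in the females. The row of the annotated Rpl31-ps17 transcript had an FPKM of only 0.0200 in M1 and 0 in M3 and M6 (log2 fold change -0.06 at both ages). By plain ratio of FPKM, the decreases on the merged rows of Ss18 (76.7 in M1 and 0.863 in M3) and Eif3j2 (6.14 in M1 and 6.91e-05 in M6) were larger. The row of the annotated Ss18 transcripts went the other way, with 8.79 in M1 and 20.7 in M3 (log2 fold change 1.19). The Eif3j2 value in M6 rested on 1 count, below the floor of 12 counts. Small RNA genes made up 65 of the 547 lower rows in M3.

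**Figure D1:**
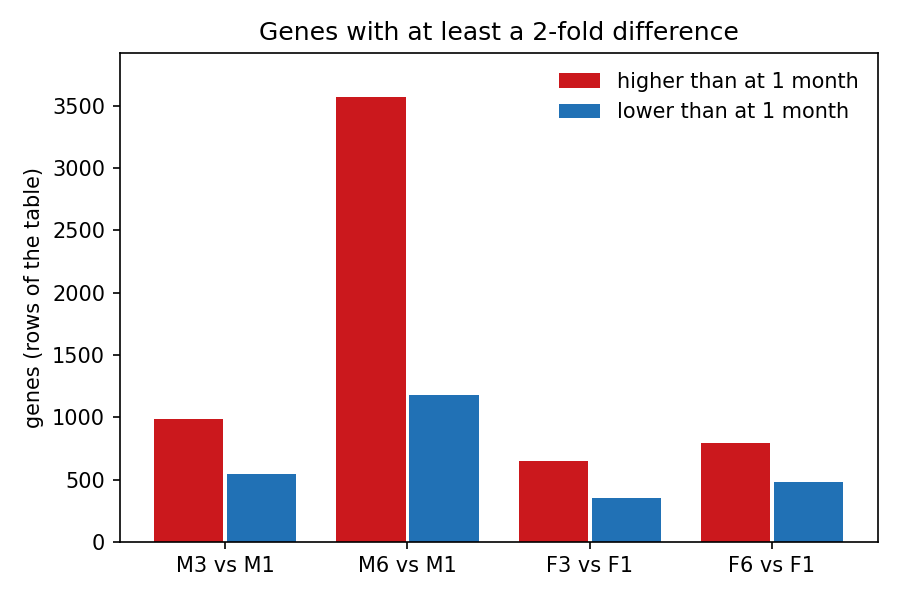
Number of rows of the table at least 2-fold higher and at least 2-fold lower than at 1 month, for males and females at 3 and 6 months. The 6-month males stand apart with 3567 higher and 1177 lower rows.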

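By log2 of (FPKM + 0.5), the largest increase in the 6-month females was that of Scd1, the desaturase that makes monounsaturated fatty acids. Its FPKM was 3.73 in F1, 35.1 in F3 and 195 in F6, a log2 fold change of 3.07 at 3 months and 5.53 at 6 months. With 0.1 added in place of 0.5, Scd1 (5.67) was no longer the largest in F6. Genes above it then included Cyp2e1, Ighv1-14, Igkv10-94 and Car3 (5.70). Cyp2e1 had an FPKM of 0.0688 in F1, 3.94 in F3 and 23.5 in F6. Of the 15 adipocyte genes, 8 were at least 2-fold higher in F3 and 12 in F6, with medians of 1.02 and 1.98. Antibody genes were among the largest 3-month increases. Igkv3-2, a kappa variable segment, had an FPKM of 0.0612 in F1 and 5.49 in F3, and 108 of the 650 higher rows in F3 and 147 of the 794 in F6 were immunoglobulin genes. Genes of cholesterol synthesis lay lower. Hmgcs1, which makes the precursor of mevalonate, had an FPKM of 9.44 in F1, 4.55 in F3 and 3.99 in F6. The 17 genes of this pathway had a median of -0.70 in F3 and -0.61 in F6, below all 10000 random lists, against -0.26 in M3 and -0.20 in M6. In total 1003 of 24340 rows passed the size rule in F3 (650 higher and 353 lower) and 1276 of 24407 in F6 (794 higher and 482 lower). Among rows that hold an annotated transcript, 454 passed in F3 and 645 in F6. Some of the largest values rested on 1 or 2 libraries. Zfp281, a zinc finger repressor, had an FPKM of 0.00259 in F1 and 0.0133 in F6 but 6.46 to 8.60 in the other 4 libraries, and Hist1h1a, a linker histone, had 0.681 in F6 against at least 45.9 elsewhere.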

Compared with the F1group, F3 and F6 groups had 262 and 442 DEGs, respectively ( Figure 2C,D and Supplementary Tables S5 and S6). Further analysis showed that 340 DEGs (277 upregulated and 63 downregulated) overlapped in the M3 and M6 groups compared with those in the M1 group ( Figure 2E,F).In addition, 154 DEGs (136 upregulated and 16 downregulated) overlapped in the F3 and F6 groups compared with those in the F1 group ( Figure 2G), among which 152 DEGs (136 upregulated and 16 downregulated) had the same expression trend ( Figure 2H). These results indicate that age can significantly affect the gene expression profile of thymus.

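Antibody and fat genes were among those shared by the 3- and 6-month thymus. Ighg1, the constant region of IgG1, had log2 fold changes of 1.58 in M3 and 3.43 in M6, and of 2.59 in F3 and 4.00 in F6. Adipoq, the adipocyte hormone adiponectin, had log2 fold changes of 1.53 in M3 and 4.92 in M6, and of 1.85 in F3 and 3.61 in F6. Retn, the adipocyte hormone resistin, had an FPKM of 0.0774, 0.872 and 13.9 in M1, M3 and M6 and of 0.0428, 1.40 and 9.32 in F1, F3 and F6. Retn missed the FPKM limit of 1 in M3, so by the size rule it was shared in the females only. Blk, a tyrosine kinase of B cells, had 1.51 and 2.51 in the males and 1.41 and 1.94 in the females. C3, the central component of complement, was at least 2-fold higher in both male comparisons (1.48 and 2.31), while its values in the females (0.99 and 0.93) missed the rule. In the males 1044 rows passed the rule the same way at both ages (697 higher and 347 lower) and 17 in opposite ways. In the females the same was true of 446 rows (315 higher and 131 lower) and of 14. Had the comparisons at 3 and 6 months been independent, 78.9 higher and 26.4 lower rows would be shared in the males, and 10.9 and 7.19 in the females. Both comparisons of a sex use the same 1-month library, however, and 200 simulations of unchanged genes against a shared control gave 379 rows on average in the males (330 to 425) and 346 in the females (303 to 409). Part of each overlap may therefore come from the shared library. The excess over the simulations was larger in the males (a covariance of 0.297 against 0.101) than in the females (0.148 against 0.0966). With 1 library per group, the simulated noise had no replicates to rest on and may hold real differences between groups. The simulated counts and the contrast of the sexes are therefore rough.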

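Across both sexes, 32 of 145 immunoglobulin rows tested rose by 6 months. Jchain, which joins IgA and IgM into polymers and lies on chromosome 5 of GRCm38.p6 from 88519809 to 88527897, had an FPKM of 3.65, 20.6 and 61.0 in F1, F3 and F6 and of 3.28, 21.4 and 60.7 in M1, M3 and M6, a fitted log2 fold change of 4.12 at 6 months (standard error 0.11, adjusted p = 0.0202 from edgeR). Igkc, the constant region of the kappa light chain, rose by 4.05 (standard error 0.13, adjusted p = 0.0202). Ighg2b rose by 2.91 and Ighg3 by 4.91. Some genes of fat storage rose as well. Scd1 rose by 5.25 (standard error 0.31, adjusted p = 0.0427), Dgat2, which completes triglyceride synthesis, by 3.28, and the lipid droplet gene Plin1 by 5.59. Pcx, pyruvate carboxylase, rose by 3.09, Rbp4, the carrier of retinol, by 5.05, and Cd163, a scavenger receptor of macrophages, by 2.41. By limma, Igkc (adjusted p = 0.104), Plin1 (0.0653) and Cd163 (0.148) did not pass. Of 25127 rows, 60 passed at 6 months (53 higher and 7 lower). Limma called 95 (90 higher and 5 lower) and DESeq2 3505 (2328 higher and 1177 lower). Of the 53 higher by edgeR, 32 were immunoglobulin genes, and 13 others hold an annotated transcript. Of the 7 that fell, the antisense RNA Nespas was the only row with an annotated transcript (-3.51). At 3 months edgeR called 0 rows (2424 at an unadjusted p under 0.05), limma called 0 and DESeq2 920. When each library was left out in turn, all 60 calls kept their direction each time. Each such fit has fewer residual degrees of freedom and a single library at the age concerned. How many rows pass in it therefore cannot tell whether the 6-month calls depend on single libraries. In simulated data 20 of 138 calls were false.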

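Markers of different cell types went different ways with age. The 12 plasma cell genes had median log2 fold changes of 0.96 in M3, 2.07 in M6, 0.92 in F3 and 1.60 in F6, with 5 genes called over all rows at 6 months and 10 when adjusted over the list alone. The 12 B cell genes had medians of 0.55, 1.14, 0.49 and 0.65 (0 called over all rows at 6 months and 8 when adjusted over the list alone). The 14 macrophage genes had 0.57, 1.20, 0.50 and 0.67, and Csf1r, the receptor on which macrophages depend, had an FPKM of 3.60 in M1 and 11.8 in M6. Dendritic cell genes (7) had medians of 0.61, 0.77, 0.53 and 0.21. Double-positive thymocytes went the other way in the males. Their 16 genes had medians of -0.35 in M3 and -0.66 in M6, against -0.15 in F3 and -0.02 in F6, and Rag1, which cuts the antigen receptor genes, had an FPKM of 105 in M1, 52.9 in M6, 98.3 in F1 and 95.7 in F6. Among 14 genes of mature T cells the medians were 0.55, 0.55, 0.17 and 0.08, and Il2rb, a receptor chain for interleukin-2 and interleukin-15, was at least 2-fold higher in all 4 comparisons. The 9 genes of early progenitors had medians of 0.33, 0.55, 0.01 and -0.11. Medullary epithelium (17 genes) had 0.71 and 1.42 in the males and 0.48 and -0.15 in the females, where Aire, which drives the display of tissue antigens, had an FPKM of 2.51 in F1 and 1.74 in F6 against 3.00 in M1 and 4.27 in M6. Cortical epithelium (12 genes) had 0.25, 0.42, 0.05 and 0.07. Fibroblast and matrix genes (17) had 0.32 and 1.40 in the males and 0.47 and 0.09 in the females, and endothelial genes (9) 0.47, 1.47, 0.40 and 0.46. Markers of some other tissues were higher in M6 as well, with values of 3.29 for erythroid genes (4 rows) and 3.88 for Pth, parathyroid hormone. Brown adipocyte genes (5) had 2.44 and airway genes (7) 1.74. Skeletal muscle genes (2 rows) had -0.47, and salivary and gland genes (4) 0.96, at percentile 88.6 of the random lists. The thyroid gene Tg had -1.26 on the assembled row used and 3.90 on its annotated row. The difference between the sexes was not tested. At 6 months 620 rows passed the size rule the same way in both sexes (501 higher and 119 lower) and 66 in opposite ways, and 413 of the 501 were larger in the males. At 3 months the counts were 330 and 67. After giving the numbers of DEGs and of those shared between ages (Fig. 2), the paper states that age can significantly affect thymic gene expression.

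**Figure D2:**
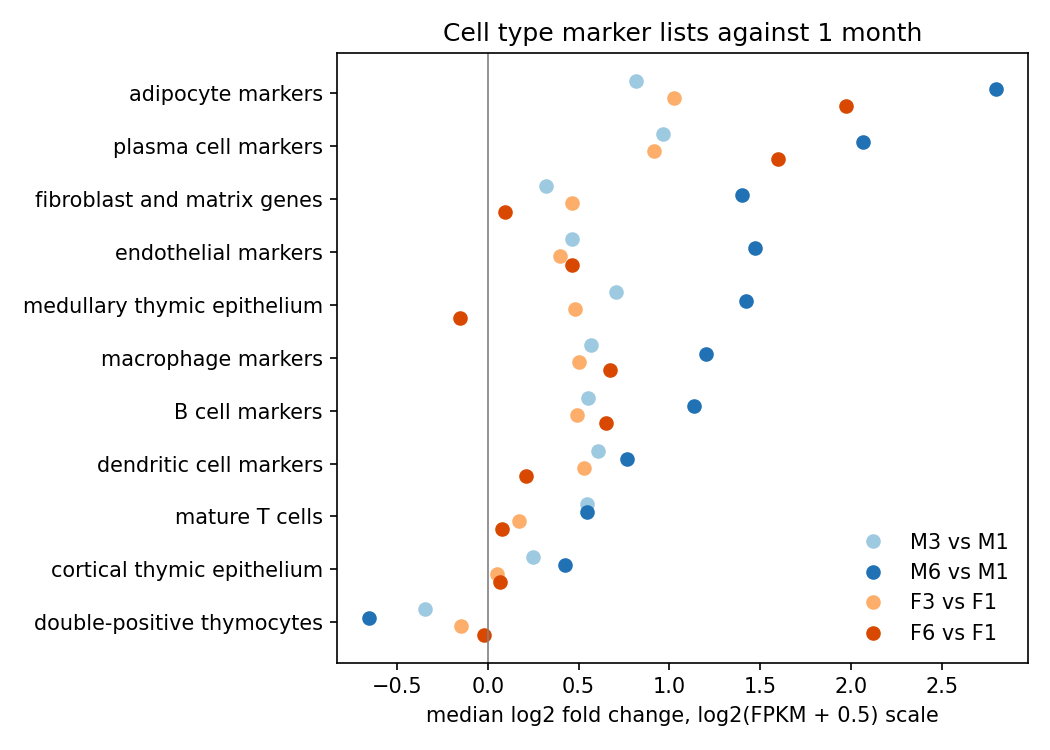
Median log2 fold change against 1 month of the genes of 11 cell types, in males and females at 3 and 6 months. Of the 11 lists shown, adipocyte and plasma cell genes lie highest at 6 months and double-positive thymocyte genes lowest in the males.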

**Figure 2:**
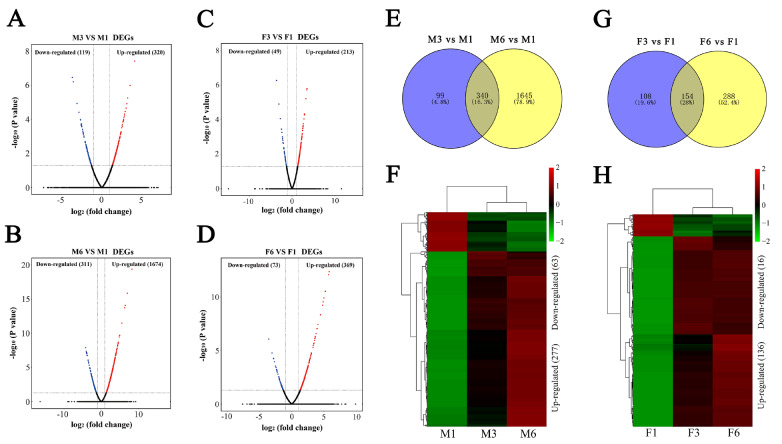
Figure 2 Identification of DEGs between different ages during thymic involution (A–D) Volcano plots of DEGs in males and females. Venn and heatmaps of overlapping DEGs in males (E,F) and females (G,H), respectively. |log 2(fold change)|>1 and P<0.05 represent a significant difference.

### GO and KEGG pathway analysis of DEGs during thymic involution

The DAVID tool was used for GO term and KEGG pathway (KP) analysis of DEGs. The enriched GO terms included biological process (BP), cellular component (CC), and molecular function (MF). The top ten GO terms were displayed with *P*<0.05 in 3 categories based on the number of genes. The BP category in males mainly included proteolysis, immune response, cell adhesion, ion transport, regulation of cell proliferation, fatty acid metabolic process, and complement activation ( Figure 3A and Supplementary Table S7). 

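Immune response genes were higher more often than random sets in the males. Of 209 genes annotated to the immune response, 60 were at least 2-fold higher in M3 and 106 in M6, where random sets of the same expression held 8.11 and 36.2. Igkv8-27, a kappa variable segment, had an FPKM of 0.102 in M1, 2.07 in M3 and 19.7 in M6. Cell adhesion genes (245) had medians of 0.38 in M3 and 0.98 in M6, both above all random sets, with 8 higher and 2 lower in M3 and 119 higher and 3 lower in M6. Fn1, the matrix protein fibronectin, had an FPKM of 4.62 in M1, 4.23 in M3 and 14.2 in M6. Of 104 genes of fatty acid metabolism, 4 were higher in M3 and 33 in M6, among them Fasn, fatty acid synthase (16.0, 22.0 and 80.8 in M1, M3 and M6). Proteolysis (326 genes) had 16 higher in M3 and 75 in M6, against 10.7 and 42.9 in random sets, ion transport (247) 7 and 57, and regulation of cell proliferation (144) 7 and 34. Complement activation held 4 genes, 3 of them higher in M6. Over all 17717 annotated genes, 13.6% were higher in M6 and 3.51% in M3. These sets were taken from the annotation columns of the table after the data were seen, the paper chose the terms on these same libraries, and no p-value was computed for them.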

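Genes of secreted proteins were higher more often than random sets in the males at both ages. Of 576 genes annotated to the extracellular region, 60 were at least 2-fold higher in M3 and 261 in M6 (45.3%), against 22.3 and 103 in random sets of the same expression, while 1 and 6 were lower. Cxcl12, a chemokine of the stroma, had an FPKM of 4.61 in M1, 5.81 in M3 and 11.3 in M6, and Lcn2, a secreted iron-binding protein, 0.556, 1.14 and 4.34. Plasma membrane genes (1852) gave 65 higher rows in M3 and 512 in M6, or 27.6%, against 61.7 and 253 in random sets. Pdgfra, the growth factor receptor of fibroblasts on a merged row, had an FPKM of 0.316 in M1 and 2.91 in M6.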

The CC category in males mainly included plasma membrane, extracellular region, plasma membrane part, and extracellular region part ( Figure 3A). 

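Metal ion binding genes were higher less often than random sets in M3 and more often in M6. Of 1965 genes with this annotation, 49 were higher and 10 lower in M3, and 279 were higher (14.2%) and 26 lower in M6. Random sets of the same expression held 62.8 and 218 higher genes. The M3 count lay at percentile 3.2 of the random sets, whereas the M3 median of 0.05 lay at percentile 95.9. Mt1 and Mt2, metallothioneins that bind zinc, had an FPKM of 1.48 and 1.54 in M1, 3.05 and 2.60 in M3, and 6.29 and 8.05 in M6.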

The MF category in males mainly included metal ion binding, cation binding, and ion binding ( Figure 3A). The enrichment analysis of DEGs in females showed similar results. BP categories in females mainly included activation of proteolysis, cell adhesion, immune response, and lipid transport ( Figure 3B and Supplementary Table S8). 

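Immune response genes were higher more often than random sets in the females too. Of the 209 genes of the immune response, 53 were at least 2-fold higher in F3 and 61 in F6, against 5.56 and 8.38 in random sets of the same expression. Igkv12-46 had an FPKM of 0.362 in F1, 8.82 in F3 and 12.7 in F6. Cell adhesion had 9 higher genes in F3 and 13 in F6, against 6.11 and 8.79 in random sets, and its medians of 0.23 and 0.15 were above all random sets. Col1a1, a chain of type I collagen, had an FPKM of 2.67 in F1 and 1.50 in F6. Proteolysis had 13 higher genes in F3 and 16 in F6, against 7.27 and 10.5 in random sets. Of 62 genes of lipid transport, 1 was higher in F3 and 4 in F6.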

CC categories in females mainly included plasma membrane, extracellular region, and extracellular region part ( Figure 3B). 

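Genes of secreted proteins were also higher more often than random sets in the females. Of the 576 extracellular genes, 42 were higher in F3 and 72 in F6, against 15.4 and 23.5 in such sets. Gsn, which severs actin and also circulates in plasma, had an FPKM of 15.3 in F1, 25.1 in F3 and 32.4 in F6. Of the 1852 plasma membrane genes, 28 were higher in F3 and 75 in F6, against 42.6 and 61.6 in random sets of the same expression. Their medians of 0.10 in F3 and 0.08 in F6 were above all random sets.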

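Peptidase genes had medians near 0 in the females. Of 275 genes with peptidase activity, 11 were at least 2-fold higher in F3 and 15 in F6, against 5.98 and 8.46 in random sets of the same expression, and the median log2 fold changes were 0.03 and 0.00.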

MF categories in females mainly included peptidase activity, very-low-density lipoprotein binding, and very-low-density lipoprotein receptor activity ( Figure 3B).

**Figure 3:**
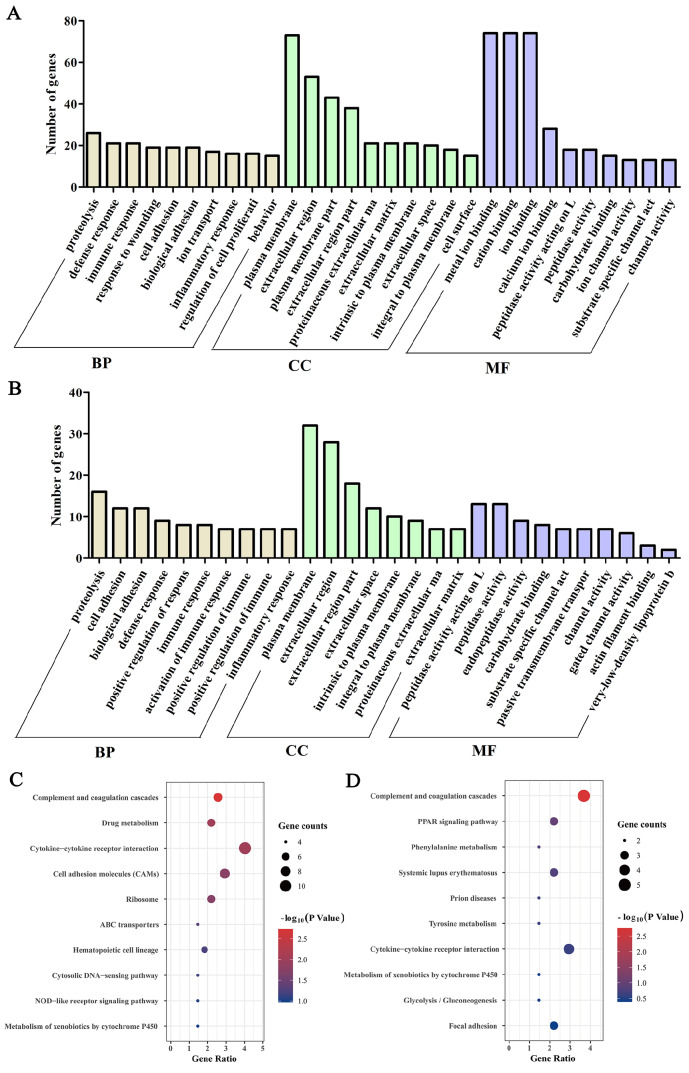
Figure 3 GO and KEGG pathway analysis of DEGs during age-related thymic involution GO analysis of DEGs in males (A) and females (B). KEGG pathway analysis of DEGs in males (C) and females (D). P<0.05 represents a significant difference.

KP analysis results showed that male DEGs were mainly involved in complement and coagulation cascades, drug metabolism, cytokine-cytokine receptor interactions, cell adhesion molecules (CAMs), ribosomes, and ABC transporters ( Figure 3C). 

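Complement and cytochrome P450 genes were the most shifted of the 6 pathways examined in M6. Of 38 genes of complement and coagulation, 7 were at least 2-fold higher in M3 and 25 in M6, where random sets of the same expression held 1.54 and 8.30. C7, a part of the membrane attack complex, had an FPKM of 0.0470 in M1, 0.548 in M3 and 4.37 in M6. Of 29 genes of drug metabolism by cytochrome P450, 3 were higher in M3 and 16 in M6, with medians of 0.17 and 1.36. Fmo2, a flavin monooxygenase, had an FPKM of 0.165 in M1 and 5.26 in M6, and Mgst1, a glutathione transferase, 0.656 and 11.0. A list of 21 genes of xenobiotic metabolism had medians of 0.61 in M3, 2.03 in M6, 0.50 in F3 and 1.02 in F6, and 15 were called at 6 months when adjusted over the list alone (0 over all rows by edgeR). Cytokine receptor genes (137) were higher in 15 cases in M3 and in 59 in M6. Few ribosomal genes passed the rule. Of 126, 1 was higher in M3, and 1 was higher and 2 were lower in M6, with medians of -0.04 and -0.24, at percentiles 10.3 and 0.470 of the random sets.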

The cell adhesion molecule pathway, including *H2-K1*, *Siglec1*, *Cldn1*, *Cd22*, *Cd4*, *Sdc4*, *Sdc2*, and *Itgam*, is essential for lymphocyte migration [19]. 

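By the size rule, most of these genes were higher in M6 and 4 of the 8 in M3. Cd4 was lower in both. Cldn1, a tight junction protein of epithelium, had an FPKM of 1.52 in M1, 4.24 in M3 and 8.01 in M6 (log2 fold changes 1.23 and 2.08). Sdc4, a syndecan that anchors growth factors, had 2.62, 7.04 and 11.8, and H2-K1, a class I MHC molecule, 7.61, 22.4 and 32.0. Siglec1, a sialic acid receptor of macrophages, had 0.554, 1.83 and 2.97, Itgam, the alpha chain of the Mac-1 integrin, 0.400, 1.29 and 2.21, and Sdc2 0.632, 1.73 and 3.36. Cd22, an inhibitory receptor of B cells, had 0.560, 1.47 and 2.44. Cd4, the coreceptor of helper T cells and double-positive thymocytes, had an FPKM of 162 in M1, 57.9 in M3 and 49.6 in M6 (log2 fold changes -1.47 and -1.69). In the females it was 134 in F1, 67.3 in F3 and 133 in F6. Itgam lies on 2 rows, and with both summed its log2 fold change was -0.02 in M3 and 0.58 in M6, in place of 0.99 and 1.59. Of the 8 genes, 4 were higher and 1 lower in M3, 7 higher and 1 lower in M6, 2 higher in F3 and 0 in F6, and their medians were 1.07, 1.75, 0.58 and 0.54 in M3, M6, F3 and F6. The study chose them on these libraries, so their count is not independent evidence. In the fit none passed over all rows at 6 months by edgeR, and 4 did when adjusted over the list alone.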

ABC transporters are one of the lipid transport pathways involved in fatty acid metabolism [20]. These results indicate that CAMs and ABC transporters are closely related to male thymic involution. In addition, female KP analysis results showed that there was only one significant enrichment pathway for female DEGs: complement and coagulation cascades, which mainly involves *C1ra*, *C4b*, *Serping1*, *Cfd*, and *C1qc* ( Figure 3D). 

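Epithelial cadherins and lipid transporters were among the genes of these classes that were higher in M6. Cdh1, E-cadherin, had an FPKM of 6.04 in M1, 11.9 in M3 and 24.5 in M6, and Cdh3, P-cadherin, 1.70, 3.28 and 7.97. Esam and Jam2, junction proteins of vessels, had log2 fold changes of 1.56 and 1.22 in M6. Of 31 adhesion genes fixed before the data were examined, 3 were higher in M3 and 19 in M6, and 1 was higher in F3 and 0 in F6. The medians were 0.49, 1.24, 0.39 and 0.27. This list may share genes with those the study named, so it may not be independent of them. Among ABC transporters, Abca8a had an FPKM of 0.401 in M1, 1.17 in M3 and 5.59 in M6, and Abca1, which exports cholesterol, 10.0, 15.4 and 26.9. Abcd2, a carrier of very long fatty acids into peroxisomes, had 0.310 in M1 and 2.21 in M6. Of 23 ABC genes, 0 passed the rule in M3, 8 in M6, 1 in F3 and 3 in F6, and the medians were 0.35, 0.62, 0.30 and 0.30. When adjusted over the list alone, 10 adhesion genes and 6 ABC genes were called at 6 months, all higher, while none was called over all rows by edgeR.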

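Cfd, the adipocyte protease that starts the alternative pathway, was the most shifted of these complement genes in F6. It lies on chromosome 10 from 79890853 to 79892655 and had an FPKM of 1.14 in F1, 4.35 in F3 and 33.3 in F6 (log2 fold changes 1.56 and 4.37). C4b, a component of the classical pathway on a row merged with C4a, had 0.504, 2.15 and 3.78. C1ra, a protease of the C1 complex, had 0.710, 3.05 and 2.75, and Serping1, its inhibitor, 1.43, 4.69 and 4.34. C1qc, a chain of C1q, had 1.78, 10.4 and 8.76, a log2 fold change of 2.26 in F3 and 2.02 in F6. In the males it had 6.52, 2.62 and 5.68 (-1.17 in M3 and -0.18 in M6). The partner chains C1qa and C1qb did not follow it, with log2 fold changes of 0.39 and 0.55 in F3 and of 0.79 and 0.70 in M3. All 5 genes were at least 2-fold higher in F3 and in F6, with medians of 1.55 and 2.02, against 1.14 and 2.60 in the males. The study chose them on these libraries. Of 16 complement genes fixed before the data were examined, 6 were higher in F3, 6 in F6 and 13 in M6, with medians of 0.56, 0.60 and 1.30 (0.87 in M3), and 10 were called at 6 months when adjusted over the list alone. None was called over all rows by edgeR (Cfd, adjusted p = 0.0690). These 16 include genes that the study chose, Cfd among them, so their counts are not independent evidence either. Among the 38 annotated genes of the pathway, 7 were higher in F3 and 8 in F6.

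**Figure D3:**
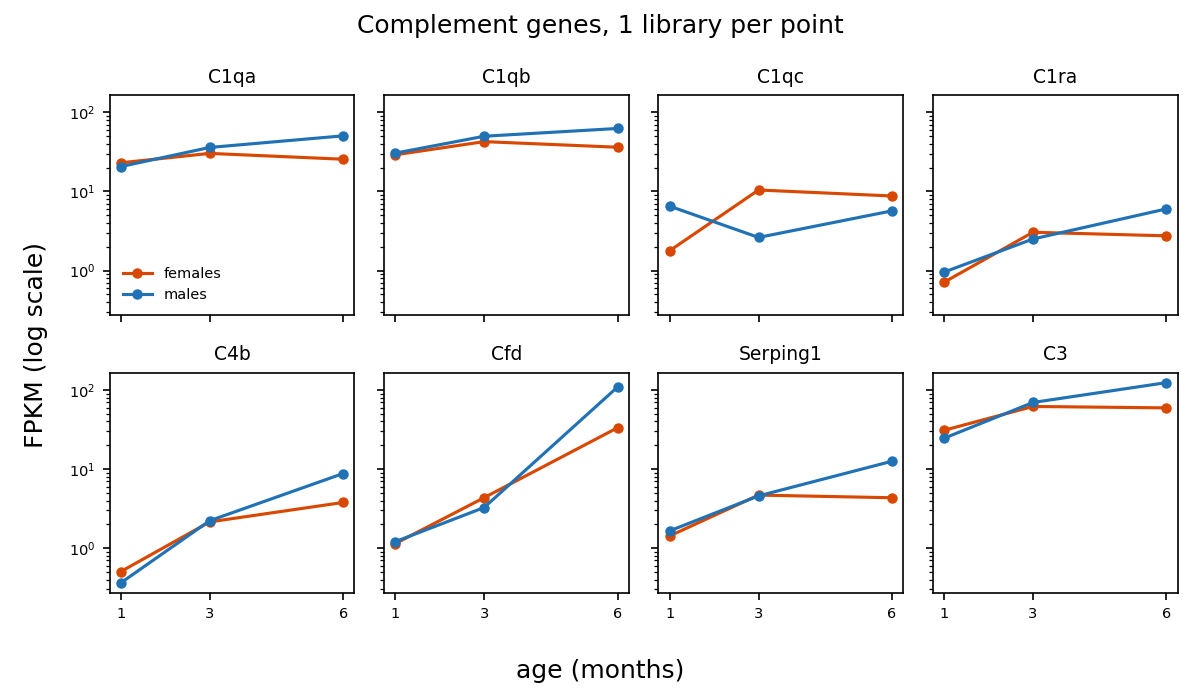
FPKM of 8 complement genes in each library against age, for males and females, on a log scale. Cfd reaches 33.3 in the 6-month females and 109 in the 6-month males, and C1qc moves in opposite directions in the sexes at 3 months.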

The complement system can produce proinflammatory mediators through a proteolytic cascade and bind to thymocytes to inhibit their development [ 21, 22] . These results indicated that DEGs are closely related to adipogenesis and cell development in the thymus.

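Adipocyte hormones and lipid enzymes were higher in both sexes at 6 months. Adipoq, adiponectin, had an FPKM of 0.357, 2.58 and 9.98 in F1, F3 and F6 and of 0.294, 1.79 and 23.5 in M1, M3 and M6. Fabp4, which carries fatty acids in adipocytes, had 1.43, 3.62 and 14.2 and then 1.70, 3.11 and 25.5. Cebpa, a transcription factor of fat cell differentiation, had 1.89, 4.36 and 6.47 and then 1.67, 5.03 and 14.6. Of the 13 fitted adipocyte genes, 2 rose at 6 months over all rows (Plin1 and Retn) and 13 when adjusted over the list alone. Of 22 genes of fatty acid and triglyceride synthesis, 14 were at least 2-fold higher in M6 and 11 in F6, 4 rose in the fit (Scd1, Me1, Acsl1 and Dgat2), and the medians were 0.37, 1.61, 0.06 and 0.99 in M3, M6, F3 and F6. Scd2 and Fads2, desaturases of the same list, were lower in F6 (-1.38 and -1.06). Of the 17 cholesterol genes, 7 were called lower at 6 months when adjusted over the list alone, and none over all rows by edgeR.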

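Dividing-cell genes were lower at 6 months. Top2a, the topoisomerase of dividing cells on a merged row, had an FPKM of 48.8, 38.7 and 29.5 in F1, F3 and F6 and of 47.3, 36.0 and 17.2 in M1, M3 and M6. Rrm2, which makes deoxynucleotides, had 36.6 in F1 and 22.9 in F6, and 34.9 in M1 and 11.6 in M6. Of 32 cell cycle genes, 16 were at least 2-fold lower in M6 and 1 in F6, with medians of -0.25, -0.995, -0.20 and -0.54, and 26 were called lower when adjusted over the list alone. The cyclin gene Ccnb1 had log2 fold changes of -1.08 in M6 and -0.72 in F6, and Ccnd1 of 0.58 and 0.26. Histone genes, transcribed in S phase, followed. Hist1h1b had 318 in F1 and 195 in F6, and 363 in M1 and 102 in M6, and the 14 histone rows had medians of -0.22, -1.13, -0.41 and -0.65, with 11 called lower when adjusted over the list alone. None of these genes was called over all rows by edgeR. A list of p53 targets and apoptosis genes had slightly higher medians, while Trp53 itself was not higher at 6 months. Trp53 had an FPKM of 11.1 in F1 and 10.5 in F6, and 12.1 in M1 and 11.9 in M6, and Cdkn1a, which encodes p21, 4.16 and 4.33, and 4.51 and 5.66. Bax, on a merged row, had a log2 fold change of 0.67 in M6. The medians of the 17 genes of this list were 0.21, 0.22, 0.19 and 0.06 in M3, M6, F3 and F6. They lay at percentiles 98.2, 96.6, 99.5 and 88.15 of the random lists. Of the 17, 3 were called higher and 1 lower at 6 months when adjusted over the list alone, and none over all rows by edgeR.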

### Potential regulatory mechanism of DEGs during thymic involution

Gene expression is largely controlled by transcription factors. To determine the transcription factors of DEGs, TESS software was used to enrich the transcription factor-binding sites for up- and downregulated DEGs in males and females. The results showed that the binding sites of AP-1, Arnt, CAC-binding, Ncx, Nkx2-5, PU.1, and SREBP-1 were significantly enriched in the upregulated DEGs in males with increasing age ( Supplementary Figure S2A). The binding sites of AP-2γ, MyoD, NF-κB, and POU3F2 were significantly enriched in downregulated DEGs in males (Supplementary Figure S2B). Additionally, the binding sites of AP-1, GR, and SREBP-1 were significantly enriched in upregulated DEGs in females ( Supplementary Figure S2C). The binding sites of SREBP-1, TBP, and Tel-2 were significantly enriched in downregulated DEGs in females ( Supplementary Figure S2D). These findings provide insight into the regulatory mechanism of thymic involution in mice.

### PPI network identification and analysis of DEGs in males and females

Based on the STRING database analysis, Cytoscape was used to construct DEG networks to obtain key genes in male and female mouse thymus. The PPI network in males included 156 nodes and 353 edges with interaction score>0.4 ( Supplementary Figure S3A), and the PPI network in females included 35 nodes and 46 edges ( Supplementary Figure S3B). Next, 16 overlapping DEGs were found in the PPI networks in males and females using Venny software. Considering their key positions in the two PPI networks, these 16 DEGs may be more critical than other genes. Therefore, we chose these 16 key DEGs for further analysis.

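All 16 genes had an FPKM above that of 1 month in all 4 comparisons, and they span fat, complement, matrix and lymphocyte genes. Car3, a carbonic anhydrase abundant in fat on chromosome 3 from 14863538 to 14872381, had an FPKM of 1.08, 11.9 and 61.4 in F1, F3 and F6 and of 0.932, 7.34 and 125 in M1, M3 and M6. Dcn and Prelp, small proteoglycans of the matrix, had 11.3 and 6.30 in F6 and 24.3 and 17.5 in M6, against 1.69 and 1.18 in F1 and 1.79 and 1.12 in M1. Il33, an alarmin of stromal cells, had 0.368 in F1 and 1.95 in F6, and 0.377 in M1 and 3.88 in M6. Ccl11, which attracts eosinophils, peaked at 3 months in the females (1.19, 5.85 and 3.51) but not in the males (1.50, 6.46 and 9.91). Klrk1 and Cxcr3, receptors of cytotoxic and activated T cells, had log2 fold changes of 1.63 and 1.54 in M3, 1.76 and 1.87 in M6, 1.49 and 1.43 in F3, and 0.94 and 1.43 in F6. By the 2-fold limit alone 15 of the 16 were higher in M3, 16 in M6, 14 in F3 and 15 in F6. Vldlr was counted in M3 although its FPKM was below 1 in M1 and M3. The medians of the 16 genes were 1.63, 3.01, 1.51 and 1.52. In the fit 1 of them, Scd1, passed over all rows at 6 months, and all 16 did at 3 and at 6 months when adjusted over the list alone. Since the study picked these genes for their change in the same libraries, the counts are not independent evidence.

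**Figure D4:**
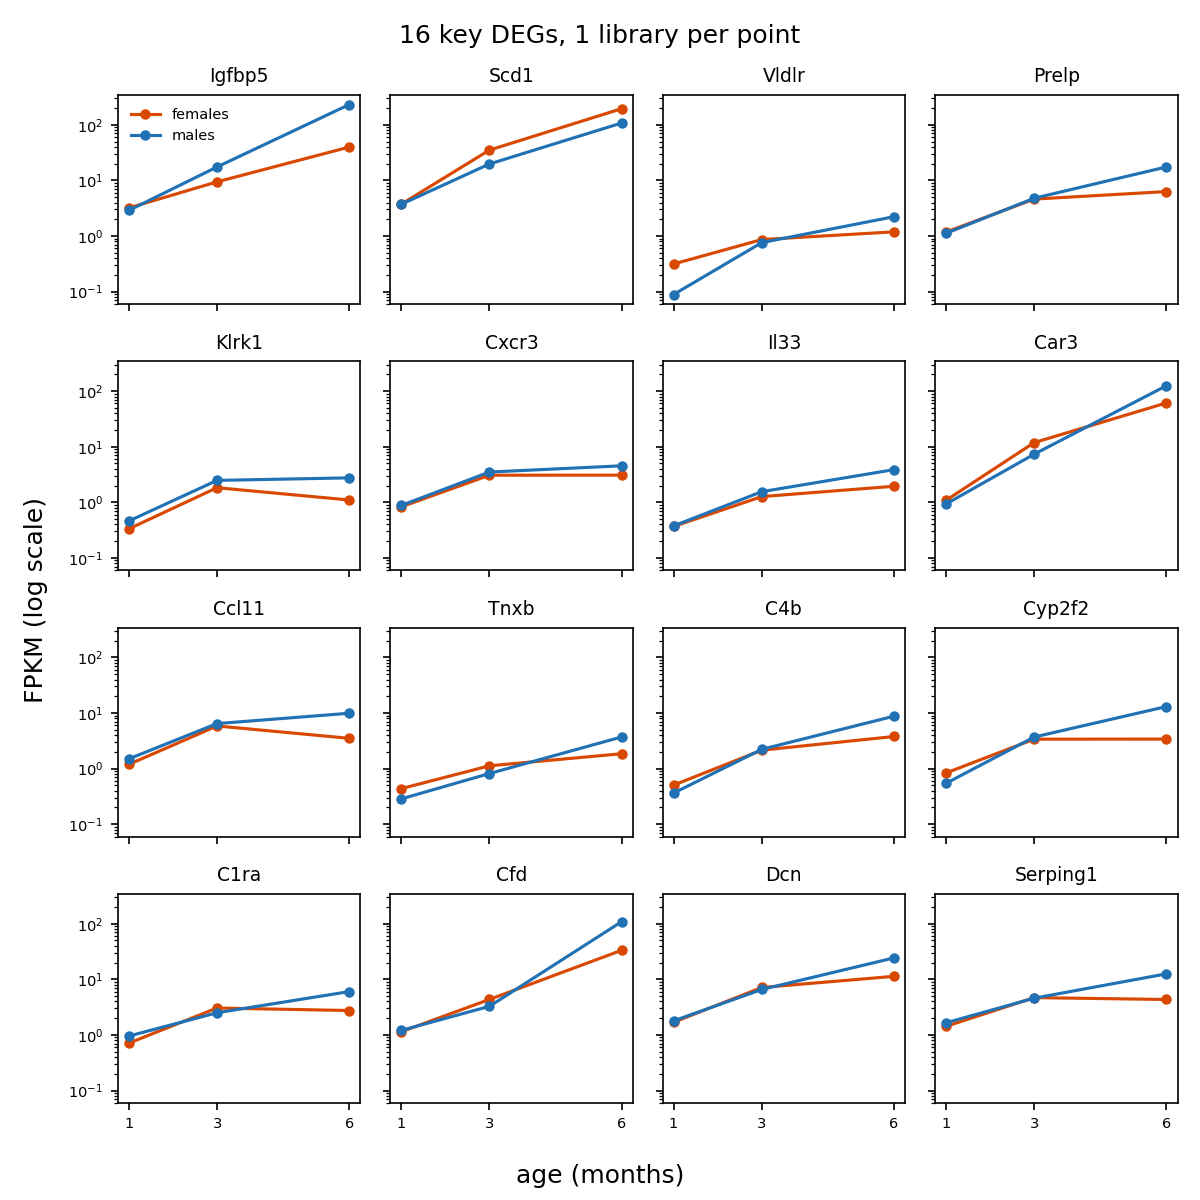
FPKM of the 16 key DEGs in each library against age, for males and females, on a log scale shared by all panels. Each gene lies above its 1-month value at 3 and at 6 months in both sexes.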

### Identification of DELs associated with thymic involution

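Table S9 of the paper lists these lncRNAs as transcripts, whereas the table analysed here gives a value per gene locus. The 21521 transcripts belong to 18180 gene identifiers, of which 17518 matched a row, and 1820 of those rows carry no gene name. Where a locus also holds transcripts of a named gene, its value may be mostly that of the named gene. Lncpint, a p53-induced lncRNA locus with 14 listed transcripts, had an FPKM of 1.27, 2.57 and 2.63 in F1, F3 and F6 and of 1.54, 2.83 and 6.15 in M1, M3 and M6. A locus value cannot be assigned to a single transcript.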

In this study, we identified 21521 lncRNAs in the thymus by RNA-seq ( Supplementary Table S9). Among these lncRNAs, 440 and 824 DELs were identified in the M3 and M6 groups respectively when compared with those in the M1 group ( Figure 4A,B and Supplementary Tables S10 and S11). Compared with the F1 group, the F3 and F6 groups had 323 and 308 DELs respectively ( Figure 4C,D and Supplementary Tables S12 and S13). 

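Among unnamed lncRNA loci the males shifted more than the females, a difference that was not tested. Both male comparisons use the M1 library, which stood apart in its FPKM sum and its share of small RNA. By the size rule 258 of 1630 loci passed in M3 (135 higher and 123 lower), 414 of 1666 in M6 (208 and 206), 152 of 1557 in F3 (81 and 71) and 197 of 1553 in F6 (73 and 124). Over all loci of Table S9, named genes included, 812, 1977, 539 and 618 passed. Of these, 518, 1423, 318 and 297 were higher and 294, 554, 221 and 321 lower. Gm37728, a predicted gene with 1 listed transcript, had an FPKM of 0.684, 2.78 and 2.75 in F1, F3 and F6 and a log2 fold change of 2.13 in M6. Low counts limit the unnamed loci. Where both libraries had at least 100 counts, a limit chosen after the data were seen, 46, 101, 22 and 45 passed. Of these, 29, 69, 16 and 18 were higher.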

Further analysis showed that 265 DELs overlapped in the M3 and M6 groups compared with those in the M1 group ( Figure 4E), among which 257 (213 upregulated and 44 downregulated) had the same expression trend ( Figure 4F). In addition, 131 DELs overlapped in the F3 and F6 groups compared with those in the F1 group ( Figure 4G), among which 122 (90 upregulated and 32 downregulated) had the same expression trend ( Figure 4H). 

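Unnamed loci shared between 3 and 6 months were more often lower than higher, and all loci of Table S9 more often higher. In the males 158 unnamed loci passed the size rule the same way at both ages (73 higher and 85 lower), and in the females 49 did (18 higher and 31 lower). Over all loci of Table S9 the counts were 332 higher and 172 lower in the males and 100 and 86 in the females. The common 1-month library raises such overlaps, and by how much was not computed for these loci. The named locus AC153887.3, which holds 3 listed transcripts, had an FPKM of 5.17 in F1 and 1.68 in F6 (log2 fold change -1.38) and of 0.727 in M1, 0.458 in M3 and 0.148 in M6.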

Next, 31 overlapping DELs were identified in both the male and female groups at 3 months and 6 months ( Figure 4I), among which 29 (29 upregulated and 0 downregulated) had the same expression trend ( Figure 4J). Therefore, these 29 DELs are expected to be more critical than other lncRNAs for age-related thymic involution.

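The locus of lnc-5423.6 (MSTRG.5423, with 10 listed transcripts and no gene name) was higher in every comparison. Its FPKM was 4.37 in F1, 25.3 in F3 and 24.7 in F6, and 5.38 in M1, 22.3 in M3 and 32.5 in M6. The log2 fold changes were 2.41 in F3, 2.37 in F6, 1.96 in M3 and 2.49 in M6, on 6708 to 46786 counts. In the additive fit it rose by 2.53 at 6 months (standard error 0.18, adjusted p = 0.0429 from edgeR), and at 3 months its value was 2.27 (adjusted p = 0.163). How much of this belongs to the transcript lnc-5423.6 itself cannot be read from a locus value. Of the unnamed loci, 4 were higher and 8 lower in all 4 comparisons. Over all loci of Table S9, 28 were higher and 13 lower.

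**Figure D5:**
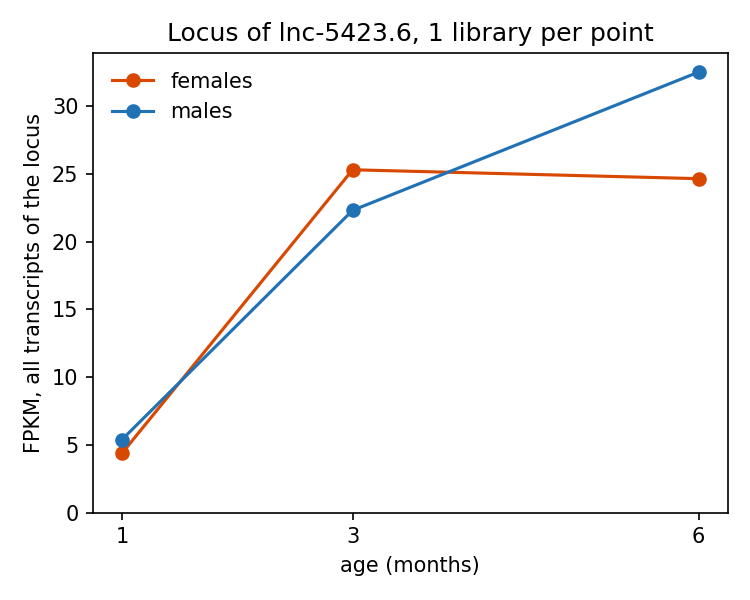
FPKM of the locus that holds lnc-5423.6 in each library against age, for males and females. The values lie between 4.37 and 5.38 at 1 month and between 22.3 and 32.5 later.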

**Figure 4:**
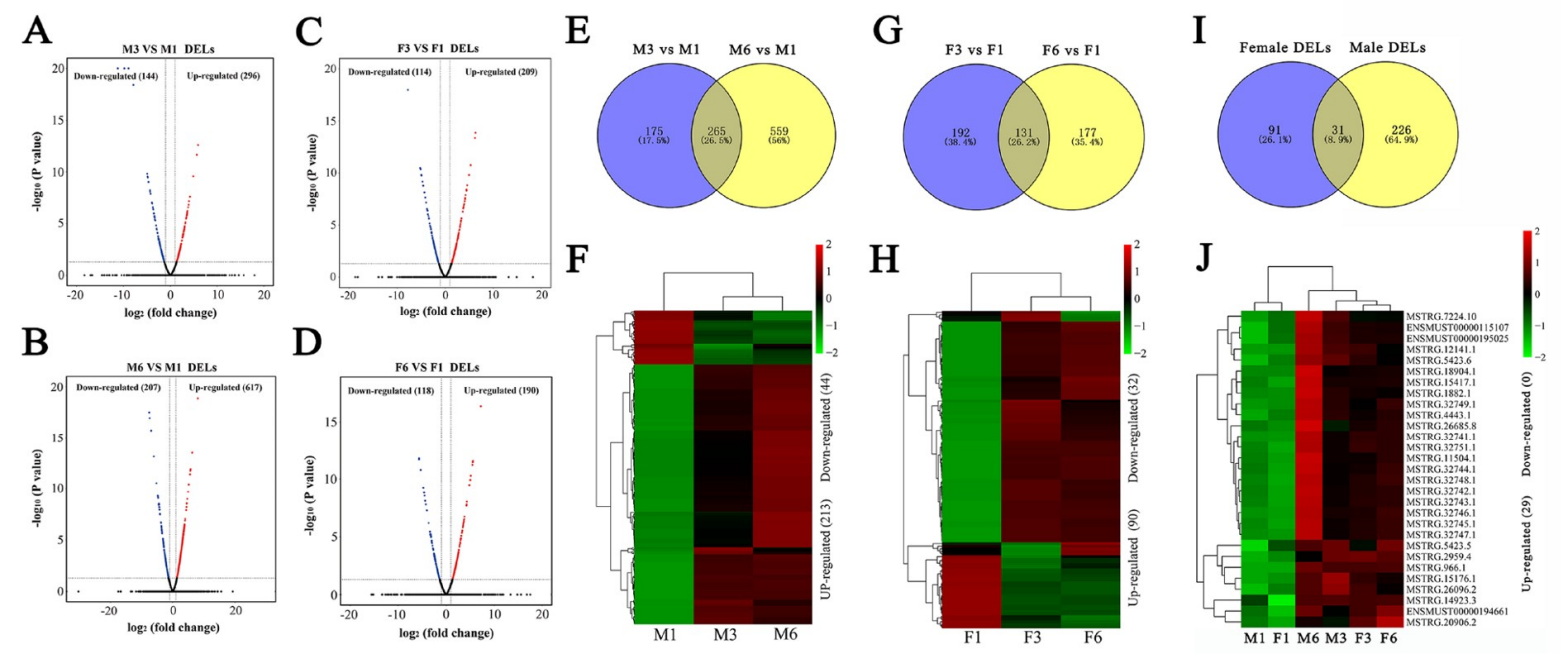
Figure 4 Identification of DELs between different ages during thymic involution (A–D) Volcano plots of DELs in males and females. Venn diagram and heatmap of overlapping DELs in males (E,F) and females (G,H), respectively. Venn diagram and heatmap of DELs overlapping in the thymic development and involution stages of males and females (I,J).

To verify the reliability of the RNA-seq data, 10 DELs and 10 DEGs were randomly selected from all groups for qRT-PCR verification. The results showed that the correlation between RNA-seq and qRT-PCR was 0.927 and 0.976, respectively ( Figure 5). Correlation results indicated the reliability of the RNA-seq data.

**Figure 5:**
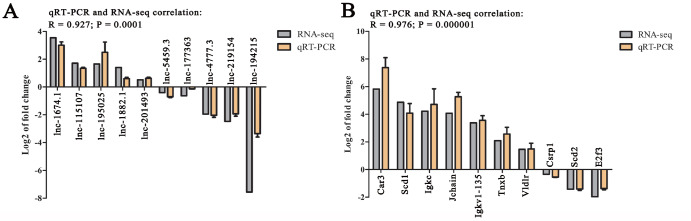
Figure 5 Verification of DELs (A) and DEGs (B) by qRT-PCR The thymus of F3 and F1 mice was used for validation of lnc-1882.1 and lnc-177363. The thymus of M3 and M1 mice was used for validation of lnc-115107, lnc-195025, lnc-201493, lnc-5459.3, and lnc-4777.3. The thymus of F6 and F1 mice was used for validation of Car3, Jchain, Tnxb, Vldlr, Casp1, Scd2, and E2f3. The thymus of M6 and M1 mice was used for validation of lnc-1674.1, lnc-219154, lnc-194215, Scd1, Igkc, and Igkv1-135. Log 2 of fold change was expressed as the mean±SD, n=3.

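The RNA-seq values of 9 of the loci behind these assays were mixed. The locus of lnc-177363, merged with Bola1, had an FPKM of 53.8 in F1 and 35.5 in F3 (log2 fold change -0.59). Between M1 and M3, the log2 fold change was 1.31 at the lnc-195025 locus, 0.71 at that of lnc-115107 and 0.47 at that of lnc-201493. It was -1.03 for the locus of lnc-4777.3 (on a row named Ubb) and -1.80 for that of lnc-5459.3. The row of lnc-5459.3 is named Rad51c, Gm23137 and Supt4a. Its FPKM was 499 in M1 against 65.2 to 145 in the other libraries, so the value of -1.80 rests on M1. That library stood apart in its share of small RNA. Between M1 and M6 the log2 fold change was -0.28 for the lnc-1674.1 locus (on a row named Abl2). It was -0.92 for that of lnc-219154 and -0.72 for that of lnc-194215 (merged with Satb1). The rows of lnc-4777.3, lnc-5459.3 and lnc-1674.1 hold assembled transcripts only, so their values are not those of the annotated genes. The antibody gene Igkv1-135 had an FPKM of 3.33 in M1 and 34.5 in M6 (3.19) and rose in the fit by 2.99 (standard error 0.23, adjusted p = 0.0483 from edgeR). Between F1 and F6, Tnxb, a matrix protein, had 0.436 and 1.85 (1.33), Casp1, the protease of the inflammasome, 1.03 and 1.76 (0.56), and Csrp1, a LIM domain protein, 82.1 and 64.7 (-0.34). E2f3, a transcription factor of the cell cycle, had 5.56 and 1.42 (-1.66), and its M3 value of 1.99 was nearly as low. The legend of Fig. 5 names Casp1 and the primer table Csrp1, and both are counted among the 11 genes. Of these, 7 were higher and 2 lower in F6, and 8 were higher in M6, with medians of 1.12, 2.42, 0.79 and 1.33 in M3, M6, F3 and F6. In the fit 4 were called at 6 months over all rows and 9 when adjusted over the list alone. The study chose them on these libraries, so the counts are not independent evidence.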

### Identification of the lncRNA-miRNA-mRNA network related to thymic involution

The ceRNA theory is a vital way of regulating gene expression. In this theory, lncRNAs can interact with mRNAs through competitive adsorption of miRNAs with shared binding sites. In this study, we used miRwalk 3.0 to predict the upstream target miRNAs of the aforementioned 16 key overlapping DEGs. Finally, we predicted that 195 miRNAs regulated the expressions of 13 DEGs ( *Igfbp5*, *Scd1*, *Vldlr*, *Prelp*, *Klrk1*, *Cxcr3*, *Il33*, *Car3*, *Ccl11*, *Tnxb*, *C4b*, *Cyp2f2*, and *C1ra*). However, no potential miRNA was observed upstream of *Cfd*, *Dcn*, and *Serping1*. Meanwhile, TargetScan and Miranda were used to predict the downstream miRNAs of the 29 key DELs mentioned above. Finally, based on mRNA-miRNA and lncRNA-miRNA prediction, we constructed a lncRNA-miRNA-mRNA triple regulatory network containing 29 lncRNAs, 145 miRNAs, and 12 mRNAs ( Figure 6A). Centrality indicators in network analysis, including betweenness centrality (BC), closeness centrality (CC), and degree centrality (DC), were used to determine the importance of individual nodes with functions in the network ( Figure 6B–D). The Kruskal–Wallis test showed that lncRNAs were significantly different from miRNAs and mRNAs in the BC, CC, and DC modules, indicating that lncRNAs play critical roles in this ceRNA network.

**Figure 6:**
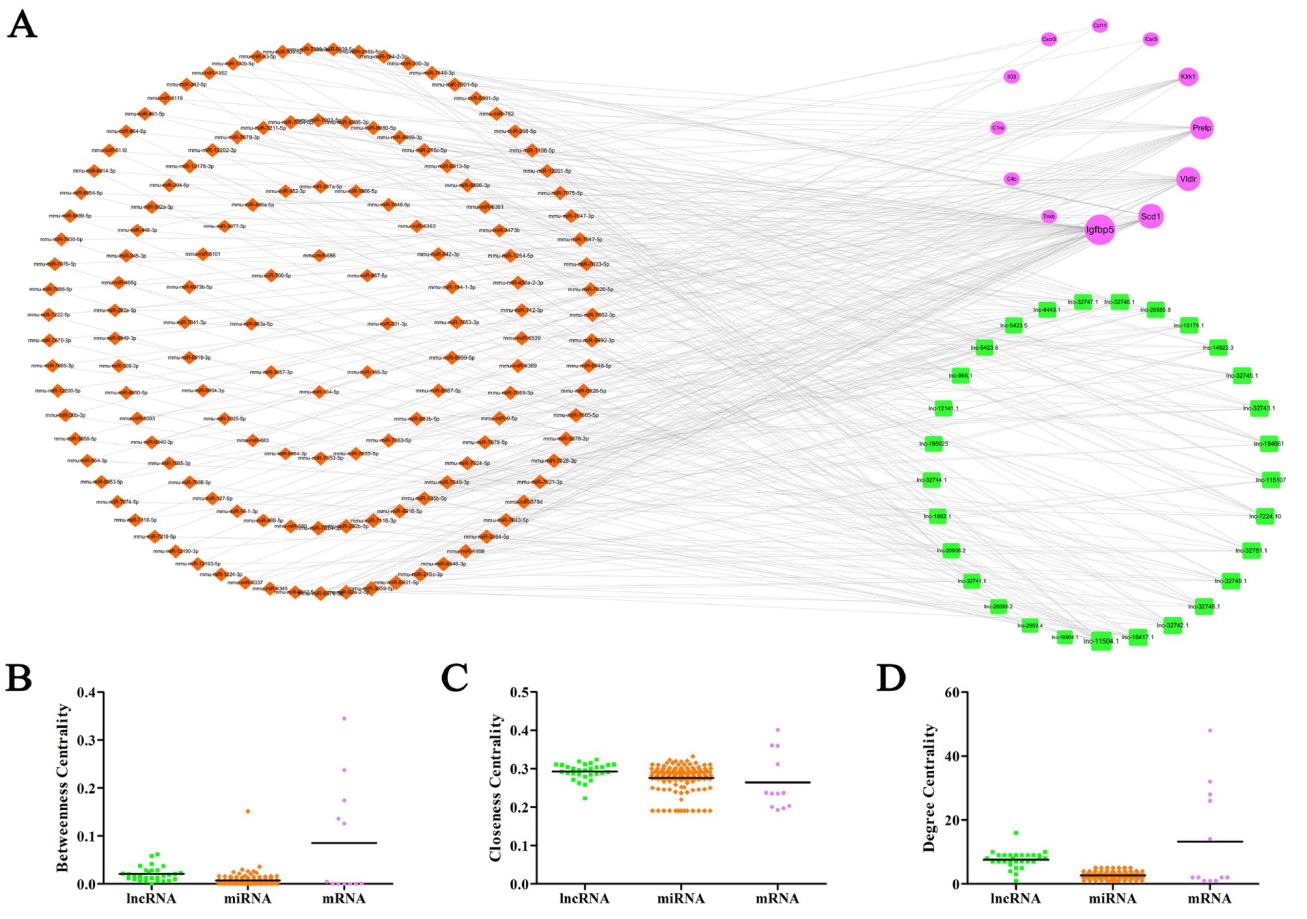
Figure 6 The novel lncRNA-miRNA-mRNA triple regulatory network associated with mouse age-related thymic involution (A) lncRNA-miRNA-mRNA network. (B) The betweenness centrality of lncRNAs, miRNAs and mRNAs. (C) Closeness centrality. (D) The degree centrality. The green rectangle represents lncRNA; the brown diamond represents miRNA; the purple circle represents mRNA.

Damage to the three-dimensional reticular structure of TECs and the deposition of adipocytes are typical characteristics of thymic involution [ 8, 23] . IGFBP5 is the most conserved member of the IGFBP5 family in vertebrates and plays key roles in the regulation of cell apoptosis, differentiation and survival [24]. This study revealed that the expression of *IGFBP5* was significantly increased during thymic involution, so it might play key roles in thymic epithelial cell apoptosis and adipocyte deposition. 

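Igfbp5, which binds insulin-like growth factors, lies on chromosome 1 of GRCm38.p6 from 72858065 to 72874865. By log2 of (FPKM + 0.5) it was among the 3 largest increases in the 6-month males. With 0.1 added in place of 0.5, Igfbp5 (6.28) was no longer among the 3 largest in M6. Genes above it then included Cyp2e1, Ighv1-14, Car3, Cidec, Igkv8-27 and Cfd (6.39). Igfbp5 had an FPKM of 3.20 in F1, 9.42 in F3 and 39.9 in F6, log2 fold changes of 1.42 and 3.45. In the males it was 2.88 in M1, 17.5 in M3 and 232 in M6, ratios of 6.06 and 80.4. The 95% counting interval of the log2 ratio ran from 6.23 to 6.44 in M6 and from 3.54 to 3.74 in F6. Other genes of the IGF system were higher in M6 as well. Igfbp6 had an FPKM of 0.397 in F1 and 3.18 in F6, and 0.356 in M1 and 4.75 in M6, and Igfbp4 6.15 in M1 and 25.1 in M6 but 8.00 in F1 and 9.34 in F6. Igf1r, the receptor, had 1.93 in M1 and 7.17 in M6, and 2.84 in F1 and 3.80 in F6. The 12 genes of the list had medians of 0.52 in M3, 1.80 in M6, 0.36 in F3 and 0.50 in F6, with 10 at least 2-fold higher in M6 and 3 in F6. In the additive fit Igfbp5 had a log2 fold change of 5.02 at 6 months (standard error 0.76, adjusted p = 0.107 from edgeR, 0.0949 from limma) and 1.93 at 3 months (adjusted p = 0.506), so it did not pass over all rows. When adjusted over the list alone, 9 of the 12 genes were called at 6 months. Whole-thymus RNA does not tell which cells made it.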

Meanwhile, we found that 28 lncRNAs might participate in the regulation of *IGFBP5* through ceRNA ( Supplementary Figure S4A). SCD1 and VLDLR are vital regulators of fat metabolism and production [ 25, 26] . 

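Scd1 and Vldlr stand for the making and the uptake of fat. Scd1 lies on chromosome 19 from 44394450 to 44407709, and its FPKM in the males was 3.72 in M1, 19.7 in M3 and 108 in M6, log2 fold changes of 2.26 and 4.69. Its ratio to 1 month at 6 months was 52.3 in the females and 29.1 in the males. Vldlr, a receptor for triglyceride-rich lipoproteins, lies on chromosome 19 from 27216480 to 27254231. It was far lower, with an FPKM of 0.314, 0.864 and 1.19 in F1, F3 and F6 and of 0.0887, 0.761 and 2.23 in M1, M3 and M6. Its log2 fold change was 0.74 in F3, 1.05 in F6 and 2.21 in M6, and in the additive fit it was 3.21 at 6 months (standard error 0.71, adjusted p = 0.140 from edgeR). On the M1 value rest 161 counts.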

The increased expression of *SCD1* and *VLDLR* during thymic involution suggests that they may be involved in the process of adipocyte deposition. In addition, we found that 26 lncRNAs might be involved in regulating *SCD1*, and 23 lncRNAs might be involved in the regulation of *VLDLR* ( Supplementary Figure S4B,C). These results suggest that lncRNAs may play important roles in thymic involution as ceRNAs.

### IGFBP5 promotes MTEC1 cell apoptosis

To explore the effects of IGFBP5 on TECs, we constructed IGFBP5 overexpression plasmids and specific siRNAs. The transfection efficiency of plasmid and siRNA in MTEC1 cells was verified at the mRNA level ( Figure 7A). CCK-8 and EdU assay results showed that IGFBP5 inhibited the viability and proliferation of MTEC1 cells, and siRNA showed the opposite results ( Figure 7B–D). qRT‒PCR and western blot analysis showed that the expressions of IGFBP5, p53, p21, and BAX were significantly increased in the IGFBP5 group, and si- *IGFBP5* significantly decreased the expressions of IGFBP5 and p21 ( Figure 7E,F). In addition, IGFBP5 promoted the apoptosis of MTEC1 cells, but the protective effect of si- *IGFBP5* on apoptosis was not significant, which might be associated with the small number of apoptotic cells in the control group ( Figure 7G,H). These results indicated that IGFBP5 plays a key role in the proliferation and apoptosis of MTEC1 cells.

**Figure 7:**
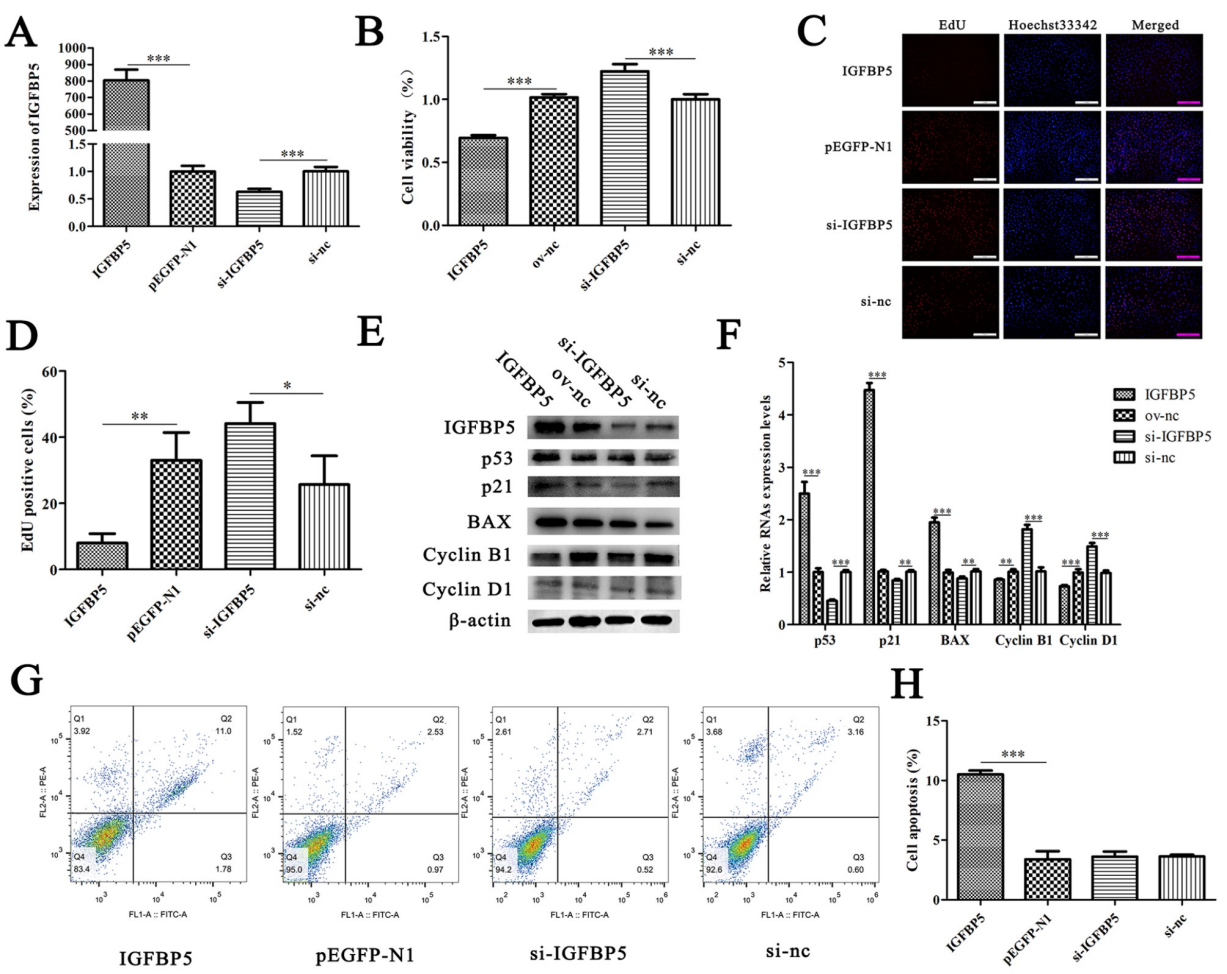
Figure 7 IGFBP5 inhibits the proliferation and promotes the apoptosis of MTEC1 cells (A) qRT-PCR was used to verify the transfection efficiency of the IGFBP5 overexpression plasmid and si- IGFBP5 in MTEC1 cells ( n=3). (B) CCK-8 assay was used to detect the effect of IGFBP5 on the viability of MTEC1 cells ( n=6). (C,D) The effect of IGFBP5 on the proliferation of MTEC1 cells was evaluated by EdU incorporation assay ( n=3). (E) Western blot analysis was used to verify the effect of IGFBP5 on apoptosis-related genes in MTEC1 cells ( n=3). (F) qRT-PCR was used to verify the effect of IGFBP5 on apoptosis-related genes. (G,H) The effect of IGFBP5 on MTEC1 cell apoptosis ( n=3). Data are shown as the mean±SD. * P<0.05,** P<0.01, *** P<0.001.

### miR-193b-3p alleviates MTEC1 cell apoptosis by targeting *IGFBP5*

Our previous data revealed that miR-193b-3p could target *IGFBP5*. To verify the targeting relationship between miR-193b-3p and IGFBP5, we transfected miR-193b-3p mimic, inhibitor and negative control into MTEC1 cells. qRT-PCR results showed that miR-193b-3p could significantly reduce the expression of *IGFBP5* ( Figure 8A). The results of the dual-luciferase reporter assay showed that miR-193b-3p could target the 3′UTR of *IGFBP5* ( Figure 8B). Subsequently, we analysed the effect of miR-193b-3p on the proliferation and apoptosis of MTEC1 cells by CCK-8 assay, EdU assay and flow cytometry. The results showed that miR-193b-3p significantly alleviated the decrease in cell viability, the inhibition of cell proliferation and the increase in apoptosis of MTEC1 cells induced by IGFBP5 ( Figure 8C–G). These results suggest that miR-193b-3p can regulate the proliferation and apoptosis of MTEC1 cells by targeting *IGFBP5*.

**Figure 8:**
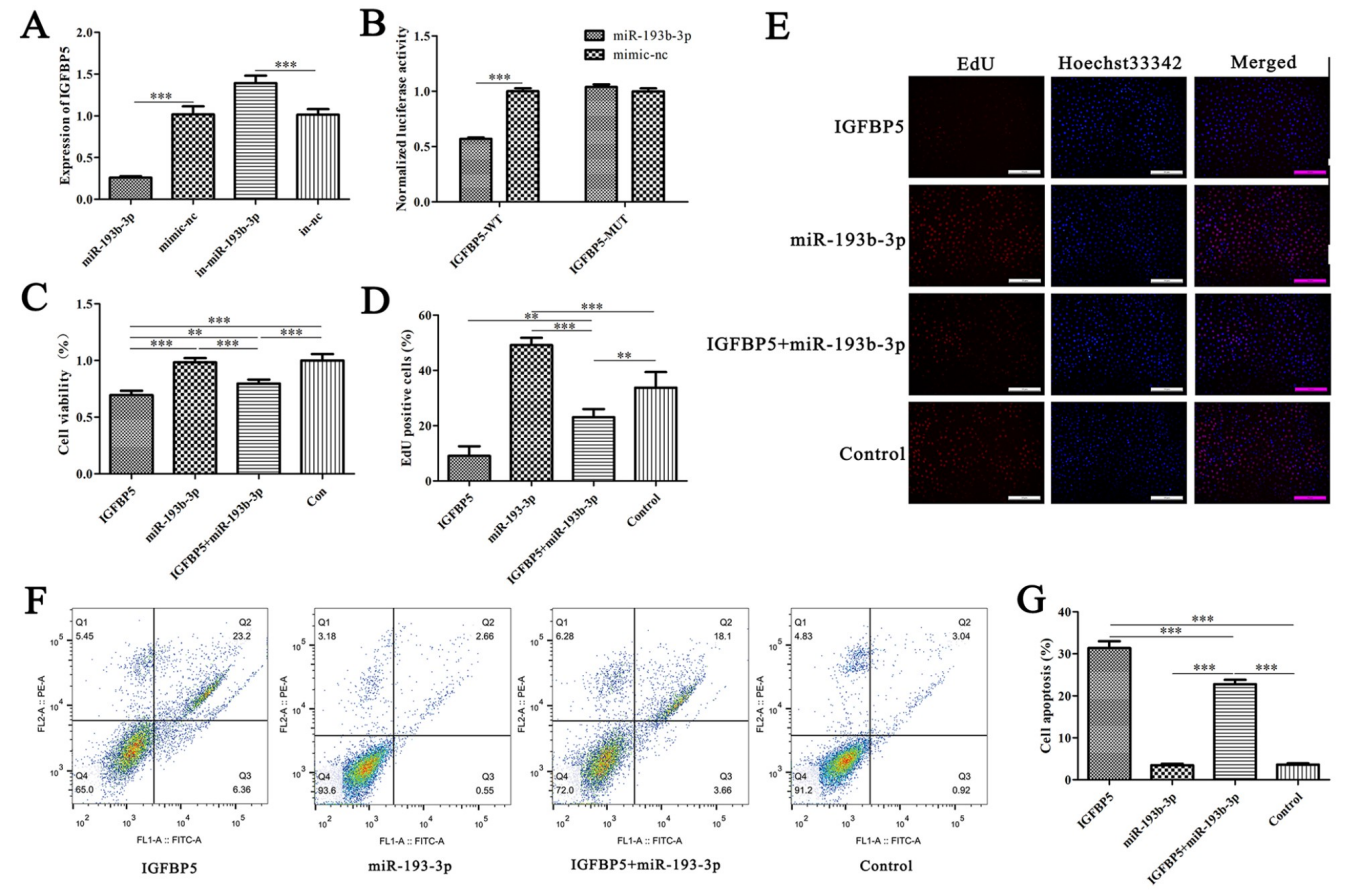
Figure 8 miR-193b-3p alleviates MTEC1 cell apoptosis by targeting *IGFBP5* (A) qRT-PCR was used to verify the transfection efficiency of miR-193b-3p in MTEC1 cells ( n=3). (B) The results of the dual-luciferase reporter assay. (C) CCK-8 assay was used to detect the effect of miR-193b-3p on the viability of MTEC1 cells ( n=6). (D, E) The effect of miR-193b-3p on the proliferation of MTEC1 cells was evaluated by EdU incorporation assay ( n=3). (F, G) The effect of miR-193b-3p on MTEC1 cell apoptosis ( n=3). Data are shown as the mean±SD. ** P<0.01, *** P<0.001.

### lnc-5423.6 regulates IGFBP5 expression as a molecular sponge of miR-193b-3p to promote apoptosis of MTEC1 cells

Bioinformatics analysis revealed that lnc-5423.6 is a molecular sponge of miR-193b-3p. Through dual-luciferase reporter gene assays, we verified that lnc-5423.6 could bind to miR-193b-3p ( Figure 9A). Subsequently, we analysed the effects of lnc-5423.6 on MTEC1 cell apoptosis and IGFBP5 expression by CCK-8 assay, EdU assay, flow cytometry and western blot analysis. The results showed that lnc-5423.6 could significantly reduce cell viability, promote apoptosis and inhibit cell proliferation ( Figure 9B–F). Moreover, lnc-5423.6 significantly increased the expression of IGFBP5 in MTEC1 cells ( Figure 9G,H). These results indicated that lnc-5423.6 can promote the expression of IGFBP5 through targeted adsorption of miR-193b-3p, thereby regulating the proliferation and apoptosis of MTEC1 cells.

**Figure 9:**
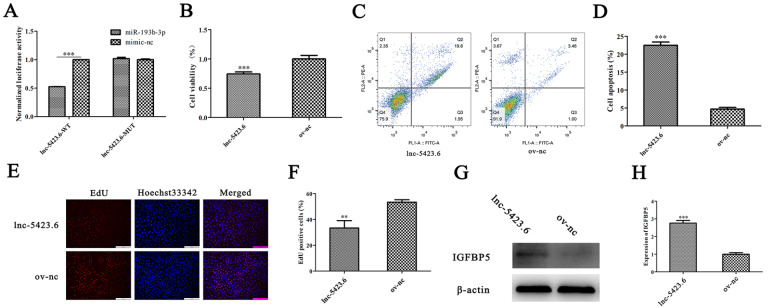
Figure 9 lnc-5423.6 promotes the apoptosis of MTEC1 cells by upregulating IGFBP5 (A) The results of the dual-luciferase reporter assay. (B) CCK-8 assay was used to detect the effect of lnc-5423.6 on the viability of MTEC1 cells ( n=6). (C,D) The effect of lnc-5423.6 on MTEC1 cell apoptosis ( n=3). (E,F) The effect of lnc-5423.6 on the proliferation of MTEC1 cells was evaluated by EdU incorporation assay ( n=3). (G,H) Western blot analysis was used to verify the effect of lnc-5423.6 on IGFBP5 in MTEC1 cells ( n=3). ** P<0.01, *** P<0.001.

## Discussion

The thymus serves as a central immune organ, and its age-related degradation has a strong inhibitory effect on the production of thymic hormones and naive T lymphocytes [ 27, 28] . However, the mechanism of age-related thymic involution is not clear. As a new type of RNA, the function of lncRNAs in the thymus was initially revealed by Wei *et al*. [29]. In this study, we identified a total of 21521 lncRNAs and 46699 genes in the early stages of thymic involution. The results of qRT-PCR of randomly selected DELs and DEGs showed that the expression trends of these RNAs in RNA-seq and qRT-PCR were consistent, which partly proved the reliability of the experimental data.

To further explore the roles of DEGs in the process of thymic involution, GO and KEGG in DAVID were used to perform functional enrichment analysis. BP analysis results showed that DEGs were significantly enriched in GO terms related to thymus development and immunity, including cell adhesion, extracellular matrix organization, potassium ion transport, protein processing, activation of the immune response, complement activation, inflammatory response, and humoral immune response. Cell adhesion molecules mediate a series of biological processes between lymphocytes and other cell types during the “T-cell homing” process to trigger the dynamic rearrangement of the cytoskeleton and further lead to lymphocyte migration [ 19, 30] . The thymus extracellular matrix increases the output of thymocytes *in vivo* and promotes the differentiation of TECs *in vitro* [31]. Potassium ion transport and protein processing are necessary to maintain regular thymic physiological activity. K ^+^ maintains the cation homeostasis of cells by compensating for negative charges and activates the protein translation process [32]. The immune response gradually weakens as the thymus degenerates. This phenomenon is related to the decreased output of naive T lymphocytes in the thymus and old lymphocytes’ insensitivity to new pathogenic microorganisms [ 33, 34] . In addition, as part of innate immunity, dendritic cells can trigger naive T lymphocytes and secrete cytokines to recruit and activate macrophages to resist pathogens [35]. With increasing age, the number of antigen-presenting cells, such as macrophages and dendritic cells, gradually decreases [ 36, 37] . Additionally, aging can affect humoral immunity by reducing the number of B-cell pools and antibody production [38]. Complement activation is closely related to the inflammatory response and thymocyte development. The complement system can generate proinflammatory mediators through interaction with proteolytic cascades of classical, lectin, and alternative pathways to activate the inflammatory response to target lysis of target cells [21]. Meanwhile, thymocytes easily bind with complement proteins, and the amount of complement binding is inversely proportional to cell development, which partially explains why thymic involution induces immune decline [ 22, 39] . It is well known that thymic involution in male mammals is faster than that in females, but the regulatory mechanism remains unknown. In this study, KP analysis results showed that DEGs in males were mainly concentrated in complement and coagulation cascades, drug metabolism, cytokine-cytokine receptor interaction, cell adhesion molecules (CAMs), ribosome, and ABC transporters, but only one pathway was enriched in DEGs in females. Studies have shown that vascular endothelial growth factor can induce thymic involution, which may be related to its enhanced adhesion of thymocytes to endothelial cells [ 19, 40] . Adipocyte deposition is one of the signs of thymic involution. ABC transporters, as one of the fatty acid metabolic pathways, may be closely related to adipocyte deposition in the thymus [20]. However, further research is needed to reveal the mechanism of thymic involution in mice of different sexes.

lncRNAs are widely involved in aging by absorbing miRNAs through the ceRNA mechanism [ 41, 42] . However, the specific expression of lncRNAs in the thymus needs further investigation. In this study, we hypothesize that lncRNAs may be involved in age-related thymic involution through the ceRNA mechanism. Based on the ceRNA theory, we constructed a novel ceRNA network related to thymic involution. The scale-free distribution of the ceRNA network indicated that lncRNAs play essential roles in thymic involution regulation.

Adipocyte deposition is one of the models to explain age-related thymic involution [43]. In addition, adipocytes produce thymus-suppressing factors, such as leukemia inhibitory factor, tumor suppressor M and interleukin-6, which are associated with age-related thymic involution [44]. The roles of SCD1 and VLDLR in thymic involution have not been reported, but studies have found that SCD1 is a lipogenic protein required for producing new fat, which is regulated by the transcription factor SREBP-1 [45]. VLDLR is a member of the low-density lipoprotein receptor superfamily [46]. ER stress stimulates liver steatosis by increasing the expression of VLDLR [25]. Inhibiting the upregulation of VLDLR can protect mice from hepatic steatosis induced by a high-fat diet [47]. These studies indicate that lncRNAs may act as ceRNAs to regulate the expressions of SCD1 and VLDLR to participate in adipocyte deposition during age-related thymic involution.

In recent years, the function of IGFBP5 in mediating cell proliferation, differentiation and apoptosis was gradually revealed [ 24, 48] . However, there are many controversies regarding the function of IGFBP5. Studies have found that IGFBP5 can increase the invasion of glioblastoma pleomorphic cells and inhibit cell proliferation through the EMT and Akt signaling pathways [49]. In addition, IGFBP5 plays an important role in methamphetamine-induced dopaminergic neuron apoptosis [50]. However, IGFBP5 overexpression can promote the proliferation and inhibit the apoptosis of rat nucleus pulposus cells derived from intervertebral disc degeneration by inducing inactivation of the ERK/MAPK axis [51]. This is mainly due to the different roles played by IGFBP5 in different species, different tissues, different developmental stages, or different cells. In this study, we found that the expression level of IGFBP5 was significantly increased in all stages of thymic involution, which means that IGFBP5 might play a key role in the process of thymic involution. TECs provide a unique microenvironment for the differentiation, development and maturity of thymocytes [8]. In this study, IGFBP5 was found to inhibit the proliferation and promote the apoptosis of MTEC1 cells. Injury of the three-dimensional mesh structure composed of TECs is considered to be one of the signs of thymic involution. Therefore, IGFBP5 may play key roles in thymic involution. In addition, given the role of lncRNAs in the ceRNA network, they might play a key role in IGFBP5 regulation. The results of this study provide new insight into thymic involution.

In recent years, we showed that miRNAs are widely involved in the regulation of thymic epithelial cell development [ 52– 54] . Through comprehensive analysis, we selected and verified the regulatory relationship between miR-193b-3p and IGFBP5. The results showed that miR-193b-3p could directly bind to the 3’UTR of *IGFBP5*. miR-193b-3p could alleviate the apoptosis and proliferation inhibition of MTEC1 cells caused by IGFBP5. These results suggest that miR-193b-3p specifically regulates the expression of IGFBP5 in MTEC1 cells. In addition, the action pathways of miR-193b-3p *in vivo* are diverse. For example, miR-193b-3p can alleviate focal cerebral ischemia and reperfusion injury in rats [55], regulate cartilage formation and chondrocyte metabolism by targeting HDAC3 [56], and regulate hepatocyte apoptosis in selenium-deficient broilers by targeting MAML1 [57].

lncRNAs can participate in the proliferation and aging physiological processes in different ways [ 58, 59] . In this study, we hypothesized that lnc-5423.6 may adjust the expression of IGFBP5 by adsorbing miR-193b-3p. A dual-luciferase reporter assay showed that lnc-5423.6 could target miR-193b-3p. The results of CCK-8 assay, EdU assay and flow cytometric analysis showed that overexpression of lnc-5423.6 could promote apoptosis and inhibit cell viability and cell proliferation. Moreover, overexpression of lnc-5423.6 significantly increased the expression of IGFBP5 at the mRNA and protein levels. This result indicates that lnc-5423.6 may act as a ceRNA to increase the expression of IGFBP5 by adsorbing miR-193b-3p to promote MTEC1 cell apoptosis.

In summary, we comprehensively analysed the expression profiles of lncRNAs and genes during the early stages of thymic involution in mice and identified a triple regulatory ceRNA network of lncRNA-miRNA-mRNA related to thymic involution. Among them, IGFBP5 plays a key role in thymic epithelial cell apoptosis. In addition, lnc-5423.6 could promote the expression of IGFBP5 by adsorbing miR-193b-3p to induce apoptosis of MTEC1 cells, which provides a valuable reference for further exploring the role of lncRNAs in age-related thymic involution.

## Data Availability Statement

The raw data in this study have been deposited in the Gene Expression Omnibus of the National Center for Biotechnology Information database (NCBI-GEO) under accession number GSE162271.

## Supporting information

Table_S8

Table_S11

Table_S1

Table_S13

Table_S3

Table_S6

356FigS1-S4

Table_S2

Table_S12

Table_S9

Table_S4

Table_S7

Table_S5

Table_S10

## Supplementary Data

Supplementary data is available at *Acta Biochimica et Biophysica Sinica* online.

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S8

|                      |   |          |   |          |    |     |       |
|----------------------|---|----------|---|----------|----|-----|-------|
| GOTERM_ embryonic    | 1 | 0.735294 | 1 | ALDH1A3  | 91 | 10  | 13588 |
| GOTERM_ positive re  | 1 | 0.735294 | 1 | KLRK1    | 91 | 15  | 13588 |
| GOTERM_ coagulatic   | 1 | 0.735294 | 1 | SERPING1 | 91 | 70  | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | INHBB    | 91 | 22  | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | SERPING1 | 91 | 5   | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | ALDH1A3  | 91 | 128 | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | KLRK1    | 91 | 30  | 13588 |
| GOTERM_ steroid ho   | 1 | 0.735294 | 1 | PGR      | 91 | 21  | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | TNXB     | 91 | 75  | 13588 |
| GOTERM_ cell matur   | 1 | 0.735294 | 1 | PGR      | 91 | 75  | 13588 |
| GOTERM_ antibody-    | 1 | 0.735294 | 1 | IGHG1    | 91 | 4   | 13588 |
| GOTERM_ anion tran   | 1 | 0.735294 | 1 | ANO1     | 91 | 130 | 13588 |
| GOTERM_ actin filam  | 1 | 0.735294 | 1 | GAS7     | 91 | 8   | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | PER3     | 91 | 51  | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | IGHG1    | 91 | 18  | 13588 |
| GOTERM_ protein an   | 1 | 0.735294 | 1 | PTPRZ1   | 91 | 114 | 13588 |
| GOTERM_ negative r   | 1 | 0.735294 | 1 | FABP4    | 91 | 51  | 13588 |
| GOTERM_ positive re  | 1 | 0.735294 | 1 | IGHG1    | 91 | 23  | 13588 |
| GOTERM_ cell killing | 1 | 0.735294 | 1 | IGHG1    | 91 | 16  | 13588 |
| GOTERM_ monosacc     | 1 | 0.735294 | 1 | PCK1     | 91 | 191 | 13588 |
| GOTERM_ regulation   | 1 | 0.735294 | 1 | INHBB    | 91 | 201 | 13588 |

|          |   |   |     |
|----------|---|---|-----|
| 14.93187 | 1 | 1 | 100 |
| 9.954579 | 1 | 1 | 100 |
| 2.133124 | 1 | 1 | 100 |
| 6.787213 | 1 | 1 | 100 |
| 29.86374 | 1 | 1 | 100 |
| 1.166552 | 1 | 1 | 100 |
| 4.977289 | 1 | 1 | 100 |
| 7.110413 | 1 | 1 | 100 |
| 1.990916 | 1 | 1 | 100 |
| 1.990916 | 1 | 1 | 100 |
| 37.32967 | 1 | 1 | 100 |
| 1.148605 | 1 | 1 | 100 |
| 18.66484 | 1 | 1 | 100 |
| 2.927817 | 1 | 1 | 100 |
| 8.295482 | 1 | 1 | 100 |
| 1.309813 | 1 | 1 | 100 |
| 2.927817 | 1 | 1 | 100 |
| 6.492117 | 1 | 1 | 100 |
| 9.332418 | 1 | 1 | 100 |
| 0.781773 | 1 | 1 | 100 |
| 0.742879 | 1 | 1 | 100 |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S11

|         |        |        |        |      |     |
|---------|--------|--------|--------|------|-----|
| MSTRG.1 | 2.5846 | 1.3699 | 0.0431 | up   | yes |
| MSTRG.3 | 0.3983 | -1.328 | 0.0433 | down | yes |
| MSTRG.3 | 2.6456 | 1.4036 | 0.0434 | up   | yes |
| MSTRG.1 | 0.393  | -1.347 | 0.0439 | down | yes |
| MSTRG.3 | 0.3898 | -1.359 | 0.0442 | down | yes |
| MSTRG.2 | 2.5692 | 1.3613 | 0.0444 | up   | yes |
| MSTRG.2 | 0.3995 | -1.324 | 0.0445 | down | yes |
| MSTRG.9 | 0.3946 | -1.342 | 0.0448 | down | yes |
| MSTRG.2 | 2.6151 | 1.3869 | 0.045  | up   | yes |
| MSTRG.1 | 2.5686 | 1.361  | 0.045  | up   | yes |
| MSTRG.2 | 2.5578 | 1.3549 | 0.0454 | up   | yes |
| MSTRG.3 | 0.4036 | -1.309 | 0.0455 | down | yes |
| MSTRG.1 | 0.4028 | -1.312 | 0.0456 | down | yes |
| MSTRG.1 | 2.5525 | 1.3519 | 0.046  | up   | yes |
| MSTRG.2 | 0.4043 | -1.307 | 0.0461 | down | yes |
| MSTRG.8 | 0.3992 | -1.325 | 0.0463 | down | yes |
| MSTRG.2 | 2.5526 | 1.352  | 0.0465 | up   | yes |
| MSTRG.6 | 2.5612 | 1.3568 | 0.0466 | up   | yes |
| MSTRG.1 | 0.4043 | -1.307 | 0.0475 | down | yes |
| MSTRG.8 | 2.5362 | 1.3427 | 0.0478 | up   | yes |
| MSTRG.1 | 0.404  | -1.307 | 0.0478 | down | yes |
| MSTRG.3 | 0.4072 | -1.296 | 0.0478 | down | yes |
| MSTRG.2 | 2.5455 | 1.3479 | 0.048  | up   | yes |
| MSTRG.1 | 0.4091 | -1.29  | 0.0483 | down | yes |
| MSTRG.1 | 0.4072 | -1.296 | 0.0484 | down | yes |
| MSTRG.2 | 2.5654 | 1.3592 | 0.0498 | up   | yes |
| MSTRG.8 | 2.5449 | 1.3476 | 0.0499 | up   | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S1

**Supplementary Table S1. Specific primer sequences for qPCR**

| Gene           | Forward primer (5'-3')   | Reverse primer (5'-3')  |
|----------------|--------------------------|-------------------------|
| Lnc-1674.1     | CTAGTCCAGTACAGCCACAAAG   | GCACCTGCTCCACCTATTT     |
| Lnc-115107     | AAGAGAGCAAAGCGGTGTAG     | GCAGTTAAGAGACTCCCGAAAG  |
| Lnc-195025     | AGGTCTGTTCTGTGGGTAGA     | GTAGTTCGTGGGAAGCCTATAC  |
| Lnc-1882.1     | CGTGGTGAAGTCTCTCTTTCTC   | ACCAGCTGACAAACCTCTTC    |
| Lnc-201493     | GAGGGTAATAAGGGAAGACAAGG  | GCCATTGAGGAACCCATACA    |
| Lnc-5459.3     | ATCCGGAGTGCAATGGATAAG    | CGGGAAACTCGACTGCATAA    |
| Lnc-177363     | CTTGCACTCTGATTGGGTAGAA   | ACCCTCTGCGGTTCAATAATAC  |
| Lnc-4777.3     | TGGATGTTGTAATCAGAGAGAGTG | GAAGGCCAAGATCCAGGATAAA  |
| Lnc-219154     | AGCGTTTGGAGGCTGATTAT     | CTACACATGGTCTGGTGAGATG  |
| Lnc-194215     | CTGCACTGCTTTCTTGCTTAC    | CATCTGCCACCAAGGAGATATT  |
| Car3           | GACAACCAGTCACCCATTGA     | G TTCAGGATGGTCTTAGCAGAG |
| Scd1           | AGAGAGAGAGAGAGAGAGAGAGA  | GGTTCAGAGGATGGACAGAAAAG |
| Igkc           | AGGACGAGTATGAACGACATAAC  | GTCTCAGGACCTTTGTCTCTAAC |
| Jchain         | ACCCTTTCCTTCCTTCCTTTG    | TCCTGTGTTCAATTGGCTGTT   |
| Igkv1-135      | CTCCAAAGCGCCTAATCTATCT   | GCCTCCACTCTGCTGATTT     |
| Tnxb           | CCTGGAATCGAACCACAGATAC   | GACTCCTCTTCCTCCTCTTCTT  |
| Vldlr          | GCCGAGTCTGATCTTCACTAATC  | CCGTGTTCTTAGTTGCTCTAC   |
| Csrp1          | ACCTTACCCTCCTCTGTTTCTA   | GGTCTCCTGCTTTGCTCTATT   |
| Scd2           | CACCTGTCTCTTCGCGTATTT    | CCGTGCCTTGTATGTTCTGT    |
| E2f3           | CAGAAGACACCGGCACTTTA     | AGGCTGAAGAGAGAGGAAGATA  |
| IGFBP5         | TGAAGAAGGACCGCAGAAAG     | G TTCGGATTCTCTGCTCATCTC |
| p53            | GCCATGGCCATCTACAAGAA     | AATTTCTTCCACCCGGATAAG   |
| p21            | AAGTGTGCCGTTGTCTCTTC     | AGTCAAAGTTCCACCGTTCTC   |
| Bax            | GTGGTTGCCCTCTTCTACTTT    | CAGCCCATGATGGTTCTGAT    |
| Cyclin B1      | GGTGTAACGGCCATGTTTATTG   | CTGTCTGATCTGGTGCTTAGTG  |
| Cyclin D1      | CAGAGGCGGATGAGAACAAG     | GAGGGTGGGTTGGAAATGAA    |
| $\beta$ -actin | CATCCGTAAAGACCTCTATGCCAC | ATGGAGCCACCGATCCACA     |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S13

|         |        |        |             |     |
|---------|--------|--------|-------------|-----|
| MSTRG.2 | 2.5761 | 1.3652 | 0.0412 up   | yes |
| MSTRG.3 | 0.3873 | -1.368 | 0.0417 down | yes |
| MSTRG.1 | 0.3847 | -1.378 | 0.0419 down | yes |
| MSTRG.4 | 2.54   | 1.3448 | 0.042 up    | yes |
| MSTRG.9 | 2.5369 | 1.3431 | 0.0424 up   | yes |
| MSTRG.9 | 2.5316 | 1.3401 | 0.0431 up   | yes |
| MSTRG.2 | 2.5209 | 1.334  | 0.0432 up   | yes |
| MSTRG.1 | 2.5257 | 1.3367 | 0.0433 up   | yes |
| MSTRG.1 | 2.5145 | 1.3303 | 0.0439 up   | yes |
| MSTRG.2 | 0.3927 | -1.349 | 0.044 down  | yes |
| MSTRG.3 | 0.3859 | -1.374 | 0.044 down  | yes |
| MSTRG.1 | 2.5607 | 1.3565 | 0.0448 up   | yes |
| MSTRG.3 | 0.39   | -1.358 | 0.0452 down | yes |
| MSTRG.9 | 2.5121 | 1.3289 | 0.0453 up   | yes |
| MSTRG.1 | 2.4963 | 1.3198 | 0.0455 up   | yes |
| MSTRG.2 | 0.3896 | -1.36  | 0.046 down  | yes |
| MSTRG.2 | 0.3961 | -1.336 | 0.0463 down | yes |
| MSTRG.3 | 2.5422 | 1.3461 | 0.047 up    | yes |
| MSTRG.3 | 2.4794 | 1.31   | 0.0473 up   | yes |
| MSTRG.1 | 0.3959 | -1.337 | 0.0474 down | yes |
| MSTRG.7 | 2.4805 | 1.3107 | 0.0475 up   | yes |
| MSTRG.1 | 2.5021 | 1.3231 | 0.0478 up   | yes |
| MSTRG.6 | 2.4644 | 1.3013 | 0.0487 up   | yes |
| MSTRG.1 | 2.4783 | 1.3094 | 0.0492 up   | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S3

|          |      |       |           |     |
|----------|------|-------|-----------|-----|
| Mull1    | 2.66 | 1.41  | 0.04 up   | yes |
| Foxj1    | 2.66 | 1.41  | 0.04 up   | yes |
| Mmp25    | 2.65 | 1.41  | 0.04 up   | yes |
| Plagl1   | 0.41 | -1.28 | 0.04 down | yes |
| Zfp329;  | 0.41 | -1.28 | 0.04 down | yes |
| Pigc     | 2.65 | 1.40  | 0.04 up   | yes |
| Fndc1    | 2.68 | 1.42  | 0.04 up   | yes |
| Icos     | 2.63 | 1.40  | 0.04 up   | yes |
| F3       | 2.67 | 1.42  | 0.04 up   | yes |
| Anxa1    | 2.64 | 1.40  | 0.04 up   | yes |
| Rec114   | 0.41 | -1.28 | 0.05 down | yes |
| Erich3   | 2.70 | 1.43  | 0.05 up   | yes |
| Havcr2   | 2.65 | 1.41  | 0.05 up   | yes |
| Ptges    | 2.65 | 1.41  | 0.05 up   | yes |
| Clra     | 2.63 | 1.39  | 0.05 up   | yes |
| AL59158. | 0.42 | -1.26 | 0.05 down | yes |
| Trim26   | 2.60 | 1.38  | 0.05 up   | yes |
| Pgm2l1   | 0.42 | -1.26 | 0.05 down | yes |
| Boc      | 2.60 | 1.38  | 0.05 up   | yes |
| Cd22     | 2.63 | 1.39  | 0.05 up   | yes |
| Timp3    | 2.60 | 1.38  | 0.05 up   | yes |
| Ntn2     | 2.61 | 1.38  | 0.05 up   | yes |
| Unc79    | 2.63 | 1.39  | 0.05 up   | yes |
| Zfp462   | 2.60 | 1.38  | 0.05 up   | yes |
| Ltbp4    | 2.60 | 1.38  | 0.05 up   | yes |
| Lzts3    | 2.61 | 1.39  | 0.05 up   | yes |
| C3ar1    | 2.60 | 1.38  | 0.05 up   | yes |
| Calml3   | 2.65 | 1.40  | 0.05 up   | yes |
| Fam13c   | 2.64 | 1.40  | 0.05 up   | yes |
| Cldn12   | 2.61 | 1.39  | 0.05 up   | yes |
| Mx2      | 2.59 | 1.37  | 0.05 up   | yes |
| Clp1     | 0.42 | -1.26 | 0.05 down | yes |
| Atp1a2   | 2.61 | 1.38  | 0.05 up   | yes |
| Parva    | 2.59 | 1.37  | 0.05 up   | yes |
| Gm14303  | 0.42 | -1.26 | 0.05 down | yes |
| Pde7b    | 2.62 | 1.39  | 0.05 up   | yes |
| Akap5    | 2.59 | 1.37  | 0.05 up   | yes |
| Arl2bp   | 2.58 | 1.37  | 0.05 up   | yes |
| Rflnb    | 2.58 | 1.37  | 0.05 up   | yes |
| AC15315  | 0.42 | -1.26 | 0.05 down | yes |
| Rnu3b3   | 0.42 | -1.24 | 0.05 down | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S6

|          |      |       |           |     |
|----------|------|-------|-----------|-----|
| Scara3   | 2.56 | 1.36  | 0.04 up   | yes |
| Abl2     | 0.39 | -1.36 | 0.04 down | yes |
| Cd22     | 2.56 | 1.36  | 0.04 up   | yes |
| Plxna4   | 2.56 | 1.36  | 0.04 up   | yes |
| Sod3     | 2.54 | 1.34  | 0.04 up   | yes |
| Greb1    | 2.53 | 1.34  | 0.04 up   | yes |
| Mcmdc2   | 0.38 | -1.39 | 0.04 down | yes |
| Hist2h3  | 0.39 | -1.35 | 0.04 down | yes |
| Pter     | 2.59 | 1.37  | 0.04 up   | yes |
| Dlc1     | 2.53 | 1.34  | 0.04 up   | yes |
| Pdgfc    | 2.55 | 1.35  | 0.04 up   | yes |
| Mrc2     | 2.56 | 1.35  | 0.04 up   | yes |
| Pon3     | 2.53 | 1.34  | 0.04 up   | yes |
| Ace      | 2.53 | 1.34  | 0.04 up   | yes |
| Ikzf4    | 0.39 | -1.36 | 0.04 down | yes |
| Ppp1r9a  | 2.57 | 1.36  | 0.04 up   | yes |
| Bmp4     | 2.56 | 1.36  | 0.04 up   | yes |
| Chl1     | 0.39 | -1.35 | 0.04 down | yes |
| Zfp976   | 2.58 | 1.37  | 0.05 up   | yes |
| Gucyl1a3 | 2.54 | 1.34  | 0.05 up   | yes |
| Dmd      | 2.54 | 1.34  | 0.05 up   | yes |
| Slc2a4   | 2.52 | 1.33  | 0.05 up   | yes |
| Gm26992  | 2.52 | 1.33  | 0.05 up   | yes |
| Paqr8    | 2.52 | 1.33  | 0.05 up   | yes |
| Idi1     | 0.40 | -1.34 | 0.05 down | yes |
| Pamr1    | 2.55 | 1.35  | 0.05 up   | yes |
| Prss23   | 2.52 | 1.33  | 0.05 up   | yes |
| Jdp2     | 2.54 | 1.34  | 0.05 up   | yes |
| Ptgs2    | 0.40 | -1.33 | 0.05 down | yes |
| Fgl2     | 2.49 | 1.32  | 0.05 up   | yes |
| Rnf26    | 0.40 | -1.33 | 0.05 down | yes |
| Spaca6   | 2.49 | 1.32  | 0.05 up   | yes |
| Slc39a3  | 0.40 | -1.32 | 0.05 down | yes |
| Camp     | 2.54 | 1.34  | 0.05 up   | yes |
| Zfp462   | 2.48 | 1.31  | 0.05 up   | yes |
| Tspan12  | 2.51 | 1.33  | 0.05 up   | yes |
| Igf2bp3  | 0.40 | -1.32 | 0.05 down | yes |
| Tfcp2l1  | 2.48 | 1.31  | 0.05 up   | yes |
| Gxylt2   | 2.51 | 1.33  | 0.05 up   | yes |
| Pkd2l2   | 2.46 | 1.30  | 0.05 up   | yes |
| Mtus1    | 2.48 | 1.31  | 0.05 up   | yes |
| Fat2     | 2.46 | 1.30  | 0.05 up   | yes |
| Enpp2    | 2.46 | 1.30  | 0.05 up   | yes |
| Ushbp1   | 2.50 | 1.32  | 0.05 up   | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** 356FigS1-S4

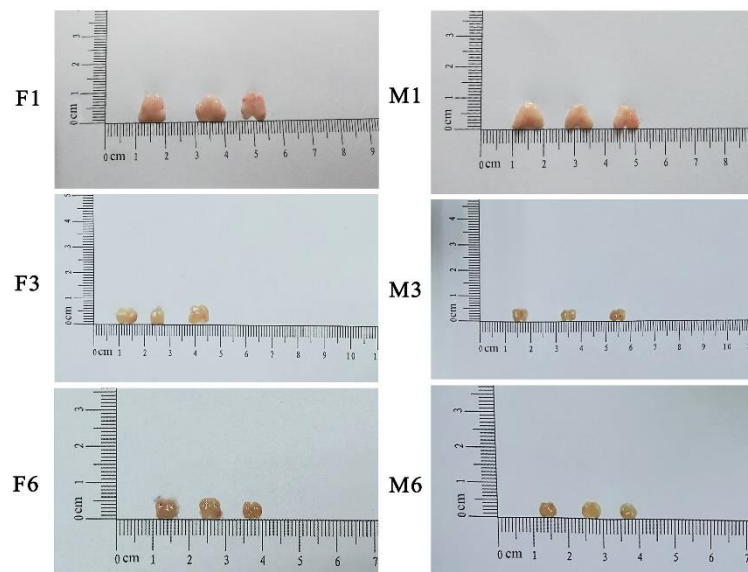

**Figure. S1. Morphological observation of age-related thymic involution.**

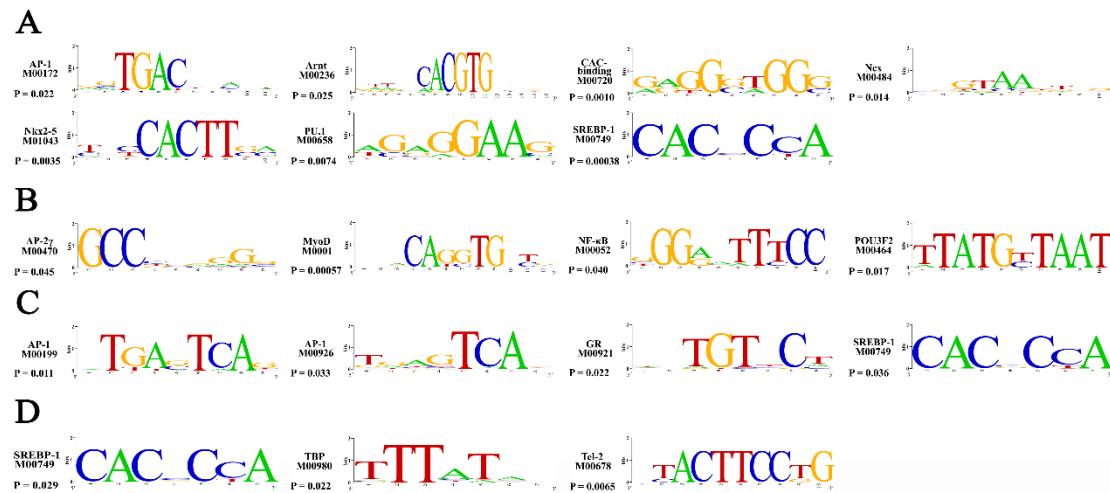

**Figure S2. Transcription factor-binding sites of DEGs during age-related thymic involution** (A) Sequence logos of transcription factor-binding sites in upregulated DEGs in males. (B) Sequence logos of transcription factor-binding sites in downregulated DEGs in males. (C) Sequence logos of transcription factor-binding sites in upregulated DEGs in females. (D) Sequence logos of transcription factor-binding sites in downregulated DEGs in females.  $P < 0.05$  represents a significant difference.

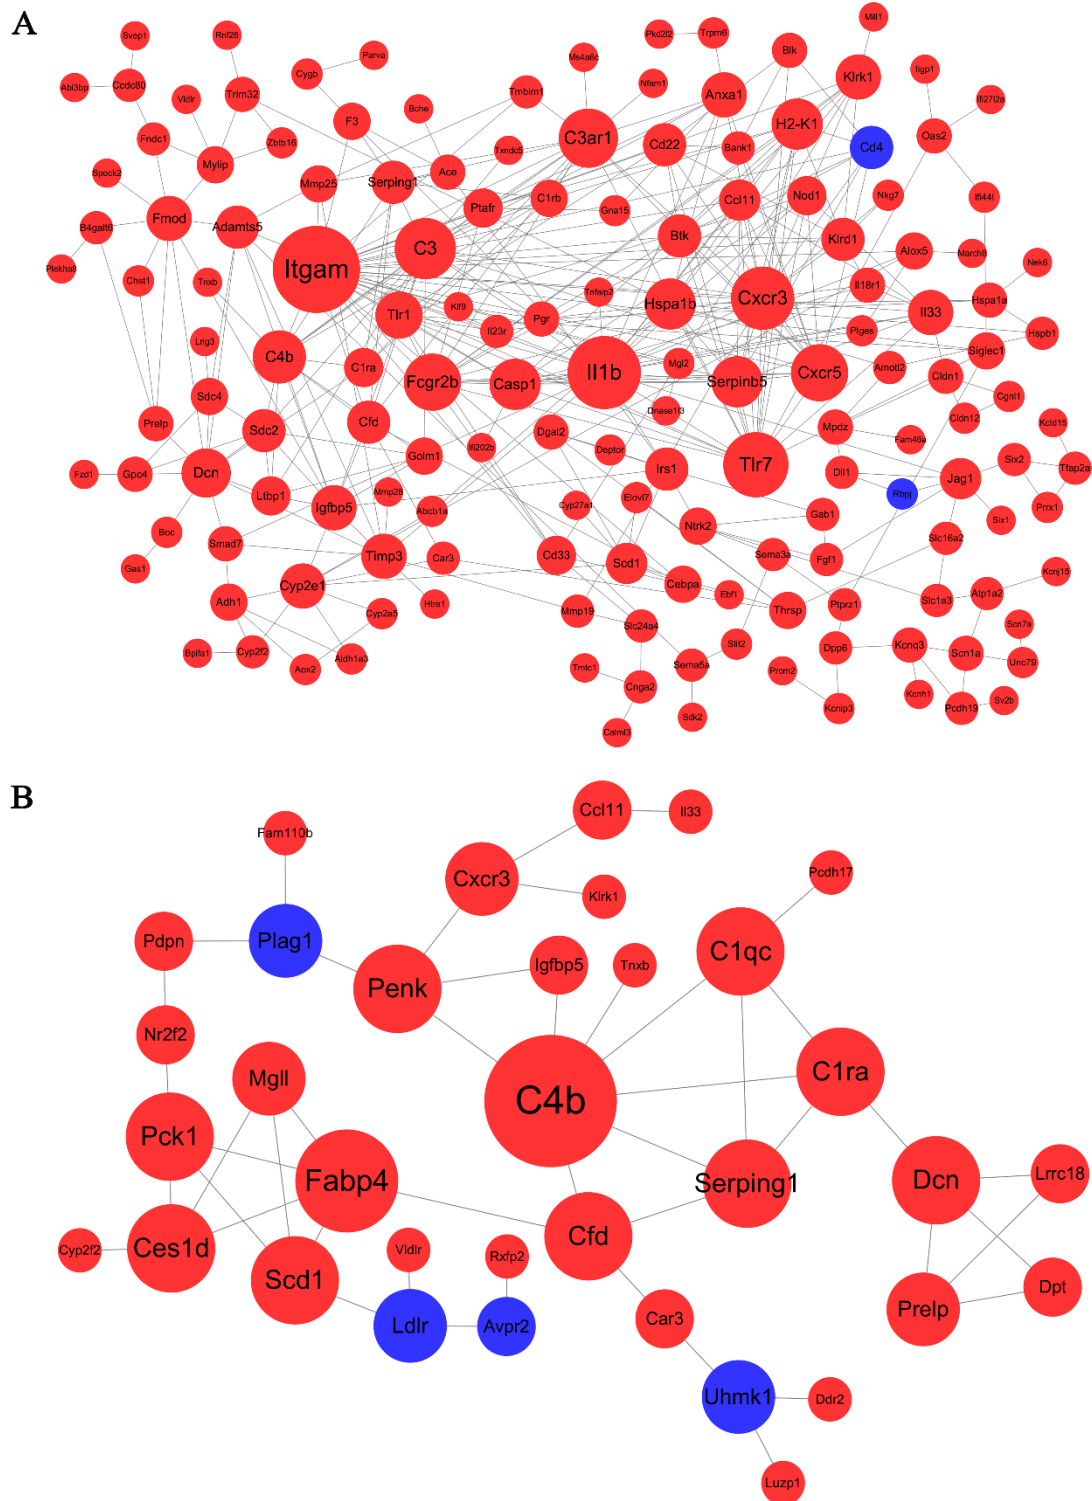

**Figure S3. Protein-protein interaction (PPI) networks of DEGs during age-related thymic involution** PPI network of DEGs in males (A) and females (B). Red represents the upregulated genes, and blue represents the downregulated genes. The node size is positively correlated with the node degree.

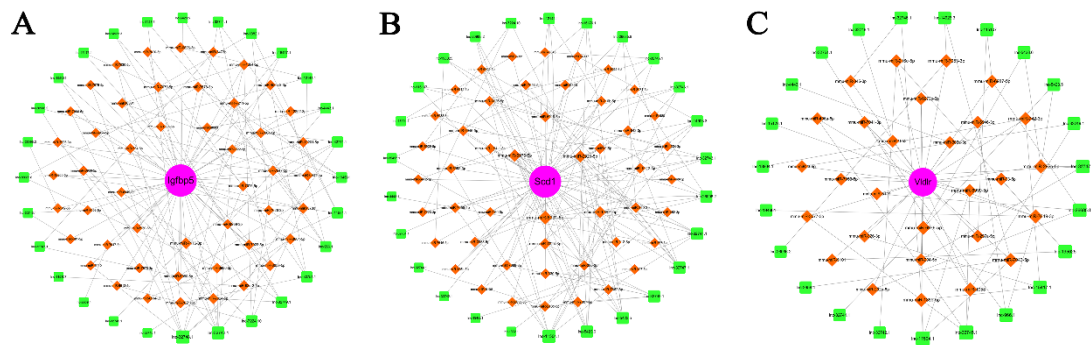

**Figure S4. ceRNA networks related to apoptosis and adipocyte deposition during thymus involution** (A) *IGFBP5* ceRNA network. (B) *SCD1*. (C) *VLDLR*. The green rectangle represents lncRNA; the brown diamond represents miRNA; the purple circle represents mRNA.

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S12

|         |        |        |             |     |
|---------|--------|--------|-------------|-----|
| MSTRG.2 | 2.7187 | 1.4429 | 0.0318 up   | yes |
| MSTRG.2 | 2.7263 | 1.4469 | 0.0329 up   | yes |
| MSTRG.3 | 2.7355 | 1.4518 | 0.0331 up   | yes |
| MSTRG.1 | 2.6951 | 1.4303 | 0.0331 up   | yes |
| MSTRG.3 | 2.7164 | 1.4417 | 0.0335 up   | yes |
| MSTRG.1 | 0.378  | -1.404 | 0.0343 down | yes |
| MSTRG.1 | 2.6575 | 1.41   | 0.0354 up   | yes |
| MSTRG.1 | 2.6596 | 1.4112 | 0.0356 up   | yes |
| MSTRG.1 | 2.6448 | 1.4032 | 0.0365 up   | yes |
| MSTRG.3 | 2.6699 | 1.4168 | 0.0375 up   | yes |
| MSTRG.1 | 2.6405 | 1.4008 | 0.0382 up   | yes |
| MSTRG.2 | 2.6353 | 1.398  | 0.0391 up   | yes |
| MSTRG.9 | 2.6514 | 1.4068 | 0.0397 up   | yes |
| MSTRG.1 | 2.5888 | 1.3723 | 0.0404 up   | yes |
| MSTRG.2 | 0.3884 | -1.364 | 0.041 down  | yes |
| MSTRG.3 | 2.5854 | 1.3704 | 0.0421 up   | yes |
| MSTRG.4 | 2.5736 | 1.3638 | 0.0428 up   | yes |
| MSTRG.2 | 2.5613 | 1.3569 | 0.0428 up   | yes |
| MSTRG.1 | 2.5736 | 1.3638 | 0.043 up    | yes |
| MSTRG.3 | 2.595  | 1.3757 | 0.0432 up   | yes |
| MSTRG.3 | 2.6164 | 1.3876 | 0.0434 up   | yes |
| MSTRG.1 | 2.5701 | 1.3618 | 0.0435 up   | yes |
| MSTRG.1 | 2.5512 | 1.3512 | 0.0441 up   | yes |
| MSTRG.3 | 2.5655 | 1.3592 | 0.0444 up   | yes |
| MSTRG.3 | 2.5723 | 1.363  | 0.0444 up   | yes |
| MSTRG.4 | 2.597  | 1.3769 | 0.0451 up   | yes |
| MSTRG.3 | 0.3974 | -1.331 | 0.0458 down | yes |
| MSTRG.7 | 2.5445 | 1.3474 | 0.0461 up   | yes |
| MSTRG.3 | 2.5732 | 1.3636 | 0.0472 up   | yes |
| MSTRG.1 | 2.5466 | 1.3485 | 0.0478 up   | yes |
| MSTRG.6 | 0.4026 | -1.313 | 0.0479 down | yes |
| MSTRG.3 | 2.5108 | 1.3282 | 0.048 up    | yes |
| MSTRG.4 | 2.5472 | 1.3489 | 0.0486 up   | yes |
| MSTRG.4 | 0.4061 | -1.3   | 0.0491 down | yes |
| MSTRG.9 | 2.4907 | 1.3166 | 0.0492 up   | yes |
| MSTRG.8 | 0.4039 | -1.308 | 0.0492 down | yes |
| MSTRG.1 | 2.4885 | 1.3153 | 0.0493 up   | yes |
| MSTRG.1 | 2.5226 | 1.3349 | 0.0497 up   | yes |
| MSTRG.2 | 2.5056 | 1.3252 | 0.0498 up   | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S9

|              |            |          |
|--------------|------------|----------|
| MSTRG.9909.1 | MSTRG.9909 | Arhgef3  |
| MSTRG.9910.1 | MSTRG.9910 | Arhgef3  |
| MSTRG.9911.1 | MSTRG.9911 | Arhgef3  |
| MSTRG.9911.2 | MSTRG.9911 | Arhgef3  |
| MSTRG.9912.1 | MSTRG.9912 | Arhgef3  |
| MSTRG.9914.1 | MSTRG.9914 | .        |
| MSTRG.9925.1 | MSTRG.9925 | Cacna2d3 |
| MSTRG.9926.1 | MSTRG.9926 | Cacna2d3 |
| MSTRG.9935.1 | MSTRG.9935 | Chdh     |
| MSTRG.9943.3 | MSTRG.9943 | Tkt      |
| MSTRG.9945.1 | MSTRG.9945 | Prkcd    |
| MSTRG.9947.1 | MSTRG.9947 | Rft1     |
| MSTRG.9948.1 | MSTRG.9948 | Sfmbt1   |
| MSTRG.9952.1 | MSTRG.9952 | Tmem110  |
| MSTRG.9953.1 | MSTRG.9953 | Tmem110  |
| MSTRG.9954.1 | MSTRG.9954 | Tmem110  |
| MSTRG.996.1  | MSTRG.996  | Dis3l2   |
| MSTRG.9962.1 | MSTRG.9962 | Glt8d1   |
| MSTRG.9963.1 | MSTRG.9963 | Glt8d1   |
| MSTRG.997.1  | MSTRG.997  | Dis3l2   |
| MSTRG.9970.1 | MSTRG.9970 | Pbrm1    |
| MSTRG.9973.1 | MSTRG.9973 | Smim4    |
| MSTRG.9979.1 | MSTRG.9979 | Sh3bp5   |
| MSTRG.9980.1 | MSTRG.9980 | .        |
| MSTRG.9982.1 | MSTRG.9982 | Ankrd28  |
| MSTRG.9987.2 | MSTRG.9987 | Hac11    |
| MSTRG.9987.3 | MSTRG.9987 | Hac11    |
| MSTRG.9987.4 | MSTRG.9987 | Hac11    |
| MSTRG.9987.5 | MSTRG.9987 | Hac11    |
| MSTRG.9989.1 | MSTRG.9989 | .        |
| MSTRG.9994.1 | MSTRG.9994 | .        |
| MSTRG.9995.1 | MSTRG.9995 | .        |
| MSTRG.9998.1 | MSTRG.9998 | Parg     |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S4

|          |      |       |           |     |
|----------|------|-------|-----------|-----|
| Fkbp10   | 2.62 | 1.39  | 0.05 up   | yes |
| Klhl32   | 2.62 | 1.39  | 0.05 up   | yes |
| Bhlhe41  | 2.60 | 1.38  | 0.05 up   | yes |
| F2r      | 2.59 | 1.37  | 0.05 up   | yes |
| Tmod2    | 2.64 | 1.40  | 0.05 up   | yes |
| Irf8     | 2.59 | 1.37  | 0.05 up   | yes |
| Tspan2   | 0.42 | -1.26 | 0.05 down | yes |
| Hfe      | 2.62 | 1.39  | 0.05 up   | yes |
| Ppfibp1  | 2.60 | 1.38  | 0.05 up   | yes |
| Nectin3  | 2.60 | 1.38  | 0.05 up   | yes |
| Slc16a7  | 2.61 | 1.38  | 0.05 up   | yes |
| Hist1h2l | 0.42 | -1.26 | 0.05 down | yes |
| Sh2b2    | 2.60 | 1.38  | 0.05 up   | yes |
| Cyth4    | 2.59 | 1.37  | 0.05 up   | yes |
| Ncapg2   | 0.42 | -1.26 | 0.05 down | yes |
| Gcsam    | 2.65 | 1.40  | 0.05 up   | yes |
| Gm6498   | 2.66 | 1.41  | 0.05 up   | yes |
| Efcab11  | 0.41 | -1.28 | 0.05 down | yes |
| Zbtb46   | 2.59 | 1.37  | 0.05 up   | yes |
| Tcf7l2   | 2.59 | 1.37  | 0.05 up   | yes |
| Bmp6     | 2.63 | 1.40  | 0.05 up   | yes |
| Gm10443  | 0.42 | -1.26 | 0.05 down | yes |
| Adamts2  | 2.59 | 1.37  | 0.05 up   | yes |
| Tlcd1;M  | 2.60 | 1.38  | 0.05 up   | yes |
| Dse      | 2.58 | 1.37  | 0.05 up   | yes |
| Crtap    | 2.59 | 1.37  | 0.05 up   | yes |
| Wbscr17  | 2.59 | 1.38  | 0.05 up   | yes |
| Ccdc148  | 2.60 | 1.38  | 0.05 up   | yes |
| Gm21541  | 2.60 | 1.38  | 0.05 up   | yes |
| Scin     | 2.60 | 1.38  | 0.05 up   | yes |
| Hexb     | 2.58 | 1.37  | 0.05 up   | yes |
| Rps6-ps  | 0.41 | -1.29 | 0.05 down | yes |
| Dhfr     | 0.42 | -1.25 | 0.05 down | yes |
| Nek2     | 0.42 | -1.25 | 0.05 down | yes |
| Garnl3   | 2.62 | 1.39  | 0.05 up   | yes |
| Ctnnd1;' | 2.57 | 1.36  | 0.05 up   | yes |
| 4930415  | 0.41 | -1.30 | 0.05 down | yes |
| Kctd12b  | 2.60 | 1.38  | 0.05 up   | yes |
| Scpep1   | 2.58 | 1.37  | 0.05 up   | yes |
| Naip6    | 2.59 | 1.37  | 0.05 up   | yes |
| Tppp     | 2.57 | 1.36  | 0.05 up   | yes |
| Syng1    | 2.57 | 1.36  | 0.05 up   | yes |
| Dctpp1   | 0.42 | -1.26 | 0.05 down | yes |
| Ctfl     | 2.61 | 1.38  | 0.05 up   | yes |
| Hes1     | 2.60 | 1.38  | 0.05 up   | yes |
| Sh2d4b   | 2.56 | 1.36  | 0.05 up   | yes |
| Dixdc1   | 2.59 | 1.37  | 0.05 up   | yes |
| Zgrfl    | 0.42 | -1.25 | 0.05 down | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S7

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S5

|         |      |       |           |     |
|---------|------|-------|-----------|-----|
| Mycbp   | 0.39 | -1.37 | 0.04 down | yes |
| Ephb3   | 2.67 | 1.42  | 0.04 up   | yes |
| Phactr4 | 2.64 | 1.40  | 0.04 up   | yes |
| Xaf1    | 2.63 | 1.40  | 0.04 up   | yes |
| Mok     | 2.67 | 1.41  | 0.04 up   | yes |
| Enpp2   | 2.63 | 1.40  | 0.04 up   | yes |
| Ly6c2;L | 2.64 | 1.40  | 0.04 up   | yes |
| Amotl2  | 2.64 | 1.40  | 0.04 up   | yes |
| Megf6   | 2.63 | 1.39  | 0.04 up   | yes |
| Penk    | 2.65 | 1.41  | 0.04 up   | yes |
| Dsel    | 2.61 | 1.39  | 0.04 up   | yes |
| Zfp451  | 2.60 | 1.38  | 0.04 up   | yes |
| Yap1    | 2.60 | 1.38  | 0.04 up   | yes |
| Ms4a6c  | 2.60 | 1.38  | 0.04 up   | yes |
| Tmtc1   | 2.61 | 1.38  | 0.04 up   | yes |
| Rxfp1   | 0.39 | -1.35 | 0.04 down | yes |
| Tnxb    | 2.58 | 1.36  | 0.04 up   | yes |
| Dpy19l4 | 0.40 | -1.32 | 0.04 down | yes |
| Zfp612  | 2.63 | 1.39  | 0.04 up   | yes |
| Kif1a   | 2.63 | 1.39  | 0.04 up   | yes |
| Mllt3   | 2.56 | 1.36  | 0.04 up   | yes |
| AC23881 | 2.58 | 1.37  | 0.04 up   | yes |
| Slc41a2 | 2.64 | 1.40  | 0.04 up   | yes |
| Gcnt2   | 2.60 | 1.38  | 0.05 up   | yes |
| Arhgap2 | 2.55 | 1.35  | 0.05 up   | yes |
| Gm24830 | 0.40 | -1.31 | 0.05 down | yes |
| Fabp4   | 2.54 | 1.34  | 0.05 up   | yes |
| Rcn3    | 2.62 | 1.39  | 0.05 up   | yes |
| BC00553 | 0.41 | -1.29 | 0.05 down | yes |
| Ptn     | 2.58 | 1.37  | 0.05 up   | yes |
| Tusc5   | 2.59 | 1.37  | 0.05 up   | yes |
| Fbxl12  | 0.41 | -1.29 | 0.05 down | yes |
| Spns2   | 2.54 | 1.35  | 0.05 up   | yes |
| Hspa1a  | 2.52 | 1.33  | 0.05 up   | yes |
| Cds2    | 2.50 | 1.32  | 0.05 up   | yes |

# Supplementary material for: Transcriptome analysis reveals a potential regulatory mechanism of the lnc-5423.6/IGFBP5 axis in the early stages of mouse thymic involution: lnc-5423.6/IGFBP5 axis regulates thymic involution
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Apr 19;55(4):548–60. doi: 10.3724/abbs.2023042
**Supplement:** Table_S10

|         |        |        |             |     |
|---------|--------|--------|-------------|-----|
| MSTRG.2 | 2.7041 | 1.4352 | 0.0379 up   | yes |
| MSTRG.3 | 0.3896 | -1.36  | 0.039 down  | yes |
| MSTRG.1 | 2.7101 | 1.4384 | 0.0392 up   | yes |
| MSTRG.7 | 0.3954 | -1.339 | 0.0393 down | yes |
| MSTRG.1 | 0.3941 | -1.344 | 0.0394 down | yes |
| MSTRG.2 | 2.6562 | 1.4094 | 0.0398 up   | yes |
| MSTRG.1 | 2.6512 | 1.4066 | 0.04 up     | yes |
| MSTRG.2 | 2.6839 | 1.4244 | 0.0401 up   | yes |
| MSTRG.3 | 2.6573 | 1.41   | 0.0402 up   | yes |
| MSTRG.3 | 2.6752 | 1.4196 | 0.0403 up   | yes |
| MSTRG.3 | 2.6786 | 1.4215 | 0.0404 up   | yes |
| MSTRG.3 | 2.66   | 1.4114 | 0.0411 up   | yes |
| MSTRG.2 | 2.6346 | 1.3976 | 0.0412 up   | yes |
| MSTRG.8 | 2.6523 | 1.4073 | 0.0412 up   | yes |
| MSTRG.7 | 2.6573 | 1.41   | 0.0413 up   | yes |
| MSTRG.3 | 2.6436 | 1.4025 | 0.0414 up   | yes |
| MSTRG.2 | 2.6717 | 1.4177 | 0.0415 up   | yes |
| MSTRG.1 | 2.6586 | 1.4107 | 0.0423 up   | yes |
| MSTRG.2 | 2.6355 | 1.3981 | 0.0426 up   | yes |
| MSTRG.1 | 2.6362 | 1.3985 | 0.0429 up   | yes |
| MSTRG.3 | 0.3941 | -1.343 | 0.043 down  | yes |
| MSTRG.5 | 2.6101 | 1.3841 | 0.0432 up   | yes |
| MSTRG.3 | 2.609  | 1.3835 | 0.0433 up   | yes |
| MSTRG.2 | 2.6374 | 1.3991 | 0.0433 up   | yes |
| MSTRG.3 | 2.6423 | 1.4018 | 0.0434 up   | yes |
| MSTRG.2 | 2.6149 | 1.3867 | 0.0434 up   | yes |
| MSTRG.1 | 0.4024 | -1.313 | 0.0435 down | yes |
| MSTRG.1 | 0.402  | -1.315 | 0.044 down  | yes |
| MSTRG.1 | 2.6304 | 1.3953 | 0.0444 up   | yes |
| MSTRG.9 | 2.5997 | 1.3783 | 0.0444 up   | yes |
| MSTRG.9 | 2.6205 | 1.3898 | 0.0447 up   | yes |
| MSTRG.3 | 2.5944 | 1.3754 | 0.0454 up   | yes |
| MSTRG.3 | 2.6242 | 1.3919 | 0.0455 up   | yes |
| MSTRG.2 | 2.5845 | 1.3699 | 0.0463 up   | yes |
| MSTRG.9 | 2.6255 | 1.3926 | 0.0464 up   | yes |
| MSTRG.9 | 2.5877 | 1.3717 | 0.047 up    | yes |
| MSTRG.3 | 2.578  | 1.3663 | 0.0476 up   | yes |
| MSTRG.2 | 2.6077 | 1.3828 | 0.048 up    | yes |
| MSTRG.2 | 2.5371 | 1.3432 | 0.0492 up   | yes |
| MSTRG.3 | 2.5404 | 1.3451 | 0.0494 up   | yes |
| MSTRG.6 | 2.5501 | 1.3505 | 0.0499 up   | yes |
| MSTRG.2 | 0.4096 | -1.288 | 0.0499 down | yes |

How the deposited data were processed for this re-analysis (not part of the article)

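The authors' deposited table holds 46699 rows, 1 per gene locus, with 6 count and 6 FPKM columns for the libraries F1, F3, F6, M1, M3 and M6. The count values are whole numbers per locus as deposited by the authors for the loci of their StringTie assembly, and were not normalized. How the authors made the counts from the reads is not stated in the paper or the labels. The FPKM values as deposited by the authors were estimated with StringTie and scale each count to locus length and library size, without a log. The sample labels give FastQC 0.10.1, cutadapt 1.9, HISAT2 2.0.4 and StringTie 1.3.4, and the paper names TopHat2 in place of HISAT2. Reads were not realigned here.

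Each library pooled 5 mice and each group had 1 library, so single comparisons had no test. A row was counted as higher or lower when log2((FPKM + 0.5)/(FPKM + 0.5)) was at least 1 in size and its FPKM was at least 1 in at least 1 of the 2 libraries. Counts of members of gene lists and annotation sets left out this FPKM limit. Rows without a gene name (2009, holding 1.04% to 1.14% of the counts) were kept. Of the rows, 1475 carry merged names and 1506 are small RNA genes. A symbol on several rows was read from the row with the highest mean FPKM. Positions are those of GRCm38.p6. Intervals of a ratio of 2 libraries are 95% Clopper-Pearson intervals on how the read pairs split between them, and the floor was 12 counts, or 3 read pairs at an assumed 4 counts each.

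The age effect shared by the sexes was fitted to the counts with sex and age as additive terms in edgeR 4.0.16 (TMM factors, quasi-likelihood F test, rows with an FPKM of at least 1 in at least 2 libraries, Benjamini-Hochberg adjustment over all 25127 rows, threshold 0.05). A limma fit of log2(FPKM + 0.5) had been planned before it was known that the table holds counts, and is given as an alternative. limma 3.58.1, DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. In simulated counts with 200 changed rows, 1 of 67 rows changed 2-fold was called, 54 of 67 changed 4-fold and 63 of 66 changed 8-fold. Of 138 calls in the simulation 20 were false, and 3 false calls were made at 3 months.

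The 41 gene lists were of cell types, of processes and of genes named by the study, with a list of sex-linked genes as a check of the labels. A list's median was compared with 10000 random lists drawn from 20 expression bins. Genes named in the text were those the paper names, the 8 largest increases and 4 largest decreases per comparison, the 8 genes with the smallest limma p in each direction at 6 months, up to 4 members of each list with the largest mean change of the sexes at 6 months, and 5 genes of the p53 axis that the paper measures in cultured cells. The paper's tables and figures had been seen when this rule was written. Further list members, further called genes, and genes named beside annotation sets were chosen after their values were seen. The gene ontology and pathway sets came from the annotation columns of the table. For lncRNAs, the transcripts of Table S9 were matched to rows by gene identifier.

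The quantitative PCR, cell culture, protein interaction and tissue measurements of the paper were not analysed here.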

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

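All tests in this part were chosen after the results were seen. The M1 library stood far from the other 5 on 3 of 8 measures, its FPKM sum (214890), its share of counts in small RNA rows (1.44%) and its share of FPKM in them (20.9%). Chance flags about 1 in 20 groups. The length correction of FPKM alone is argued against, because the excess is present in the raw counts at 2.12 times the median of the other libraries. An age of 1 month is argued against, because F1 had 0.889 times the median of the older libraries. More short RNA kept when the M1 library was made is a candidate explanation that stays open. The excess was spread over the class, as 95.2% of abundant small RNA rows (20 of 21) were highest in M1, with a median ratio of 4.01, but this does not tell the making of the library from another cause that acts on the whole class.

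C1qc had a log2 fold change of -1.17 in M3 and of 2.26 in F3. It was picked out because the sexes moved in opposite directions, and the difference was not tested. A change in the cells that make C1q is argued against, as the lower of the C1qa and C1qb values in M3 was 0.70. The ratio of C1qc to C1qa varied with an SD of 1.097 over the libraries against 0.101 for C1qb. C1qc was 7.71%, 34.4% and 34.3% of C1qa in F1, F3 and F6 and 31.6%, 7.27% and 11.2% in M1, M3 and M6. Of the neighbouring rows examined outside the C1q genes, 0 had counts reciprocal to those of C1qc. A row with changes of its own could hold reads of C1qc without showing this, so the test does not exclude it. Reads assigned to rows further away or lost leave no such trace and cannot be told apart from a change of C1qc itself.

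Genes of tissues that the paper does not discuss were higher in M6. Erythroid genes (4 rows) had a median of 3.29, Hba-a1 an FPKM of 10.9 in M1 and 110 in M6, and Hbb-bs 14.3 and 154, while Alas2 had 2.85 and 2.26. The parathyroid list rested on Pth, parathyroid hormone (3.88 in M6, FPKM 0 in M1 and 6.88 in M6). Airway genes (7, of which Cyp2f2 was also picked by the study) had medians of 0.98 in M3 and 1.74 in M6, 0.33 in F3 and -0.20 in F6, with Bpifa1 at 0.978 in M1 and 19.2 in M6. Brown adipocyte genes (5) had 2.44 in M6 and 0.96 in F6, against 0.52 in M3 and -0.23 in F3, led by Ucp1 and Cidea.

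The changes in M6 were larger than in the other libraries. Scaling alone is argued against, because a scale factor moves all rows the same way, whereas M6 had more rows than F6 in both directions, 4.49 times as many higher and 2.44 times as many lower. A lower share of thymocytes alone is argued against, because the lists of other cell types spread over 2.38 in M6, more than the bootstrap intervals of the highest and lowest medians allow (1.87). Thyroid and parathyroid tissue in the M6 pool may explain the genes of those glands, 10 of 11 of which were highest in M6, with Tg at 10.1 against 0.209 in M1. Whether it also bears on other genes was not tested, and an effect of age in the males stays open and untested.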

How the results depend on the processing

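DESeq2, limma with median-of-ratios factors, the limits of 100 counts and of rows with an annotated transcript, and the use of a symbol's annotated row were chosen after the data were seen. No paired analysis was possible because each pool held different mice. Values are in the order M3, M6, F3 and F6, then those shared by 3 and 6 months in males and in females, and by both sexes at 3 and at 6 months. At an FPKM of at least 5 the counts were 366, 1284, 216 and 325, then 260, 108, 73 and 170. At 2.5-fold they were 727, 2887, 515 and 733, then 459, 263, 162 and 355. With a pseudocount of 0.1 they were 2516 in M3, 1668 in F3 and 1955 in F6, then 1812, 727, 650 and 1027, and with 1 they were 891, 571 and 819, then 571, 287, 185 and 388. With at least 100 counts in both libraries they were 724, 3001, 423 and 541, then 500, 181, 142 and 283. Among rows with an annotated transcript they were 706, 2882, 454 and 645, then 525, 252 and 194. Fewer rows are tested under these limits. The share of higher rows was 54.1% in M3 and 64.3% in M6 at an FPKM of at least 5, and was 77.1% in F6 among annotated rows. Unnamed lncRNA loci numbered 22, 39, 14 and 31 at an FPKM of at least 5, 127, 263, 82 and 121 at 2.5-fold, 240 in F3 with 0.1, 140 in M3 and 85 in F3 with 1, and 46, 101, 22 and 45 with 100 counts. Over all of Table S9 they were 812, 1977, 539 and 618.

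In the additive fit, the calls at 3 months were 3 with limma at a pseudocount of 0.1, 5 with no filter, 2 at an FPKM of at least 5, 5 among rows with a symbol, 13 without sex and 920 with DESeq2. At 6 months they were 95 with limma, 104 with limma at 0.1, 98 with limma and median-of-ratios factors, 285 with no filter, 258 without sex and 3505 with DESeq2. Leaving out 1 library at a time gave 0 to 2965 at 6 months and 0 at 3 months. The cause was not tested. Limma shared 43 of the 60 calls and DESeq2 60.

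The direction of these values was reversed. The dendritic cell median in M3 was -0.0109 at an FPKM of at least 5. Tg and the thyroid list in M6 were 1.46 with rows of a symbol summed and 3.90 on the annotated row, against -1.26. On the annotated row, Bank1 was 0.81 in M3 and 1.38 in M6, Me3 0.16 in M6 and 0.0247 in F6, Ss18 1.19 in M3, -1.73 in F3 and -2.24 in F6, Celf2 0.0892 and Gfod1 0.0226 in F3, Mrgprx2 0.0119 in M3, and Akap6 0.0157, Il1rl1 0.40, Rbm5 0.0581 and Rph3a 0.0518 in F6. With rows summed Ss18 was -0.51 in F3 and -0.77 in F6. Itgam, which had not passed the size rule in M3 (0.99), was -0.02 there with rows summed, and 0.58 in M6. Except for Itgam, these rows hold assembled transcripts in place of the annotated ones. Of 164 list medians, 164 moved by no more than 1 SD of the random lists under median-of-ratios factors, 99 at a pseudocount of 0.1 and 113 at 1, and the others moved further without a change of sign. Of 840 values of single genes, 823, 630 and 706 moved by no more than 0.5 of the width of their 95% counting interval, and those with 0 counts in a library, which have no finite interval, are included.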

Differences from the paper's values

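The paper's counts use a P value below 0.05 beside the 2-fold limit, whereas no p-value was computed here. In M3 the paper's count is 439 and the count here 1537, in M6 1985 (the paper's) and 4744, in F3 262 (the paper's) and 1003, and in F6 442 (the paper's) and 1276. Genes shared by 3 and 6 months are 340 (the paper's) and 1044 in the males, and 152 (the paper's) and 446 in the females. Among alternatives set before the data were examined, an FPKM of at least 5 came within 1.5 times the paper's value in M3 (366), F3 (216), F6 (325) and in the shared genes of males (260) and females (108), but not in M6 (1284). A 2.5-fold limit did so in M6 (2887) and in the shared genes of males (459), but not in M3 (727), F3 (515), F6 (733) or females (263). A pseudocount of 0.1 or 1, no filter, median-of-ratios factors and rows with a symbol did not in any of the 6.

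Of the paper's called genes that could be matched by a short symbol carried by a single row, the size rule kept 141 of 239 in M3, 909 of 1149 in M6, 84 of 148 in F3, 159 of 280 in F6, 106 of 188 in the shared male genes and 47 of 87 in the shared female genes. At an FPKM of at least 5 it dropped 194 in M3, 823 in M6, 123 in F3, 230 in F6, 155 in males and 74 in females, and at 2.5-fold 554 in M6 and 143 in males. Settings chosen after seeing the values also came within 1.5 times, at least 100 counts in F6 (541), males (500) and females (181), and rows with an annotated transcript in M6 (2882) and F6 (645). The counts of the paper's matched genes dropped under them were 121, 82 and 40, and 240 and 121, the same as under the size rule alone. Whether these limits removed any matched gene cannot be told from equal counts, so no conclusion is drawn from them.

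The log2 fold changes in the paper's tables matched those from plain FPKM ratios, with a median difference of 0.00251 over 239 genes in M3, 0.00247 over 1149 in M6, 0.00273 over 148 in F3 and 0.00258 over 280 in F6. None of 83 values of single genes differed. Beyond counts, the paper reports C1qc among the female complement genes, and in the females it was higher here too (2.26 in F3). In the males, which that statement does not cover, C1qc was lower in M3 (-1.17) and missed the size rule in M6.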

Other observations

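No hypothesis was tested in this part. Interferon-stimulated genes (18) had medians of 0.62 in M3, 0.61 in M6, 0.79 in F3 and -0.05 in F6. Ifit3 had an FPKM of 1.55, 5.13 and 2.22 in F1, F3 and F6. MHC genes (15) had 0.87, 1.07, 0.72 and 0.38, and H2-Ab1 89.8 in M1 and 280 in M6. Circadian genes (11) had 0.57, 1.14, 0.65 and 0.76, with Per3 at 0.518 in M1 and 3.71 in M6. Glucocorticoid-responsive genes (11) had 0.64, 1.78, 0.39 and 0.60, led by Pdk4 (0.0704 in M1 and 5.61 in M6). Immediate early and stress genes (16) had 0.22, 0.53, 0.23 and 0.06, and genes of senescence and inflammatory cytokines (6) 0.21, 0.25, 0.15 and -0.30, with Il1b at 0.482 in M1 and 2.12 in M3.

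Housekeeping genes (10) had medians of 0.02, -0.28, -0.01 and -0.17, among which Gapdh had -0.77 in M6. Sex-linked genes (6) had -0.07, 0.13, -0.00 and -0.00. Skeletal muscle genes (2 rows) had -0.62, -0.47, -0.23 and -0.15, salivary and gland genes (4) -0.07, 0.96, -0.02 and 0.27, with Gp2 at 0.739 in M1 and 6.98 in M6, and the thyroid list, Tg on an assembled row, -0.64, -1.26, 0.23 and 0.79. The remaining erythroid medians were 0.05 in M3, -1.31 in F3 and -0.14 in F6, and those of Pth 0.59, 0.27 and 1.13.

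Single libraries lay far below the median of the others in 24 rows, of which 18 hold no annotated transcript, against 906 of the 5021 rows examined.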
